# Differential Expression Profile of Chicken Embryo Fibroblast DF-1 Cells Infected with Cell-Adapted Infectious Bursal Disease Virus

**DOI:** 10.1371/journal.pone.0111771

**Published:** 2015-06-08

**Authors:** Raymond K. Hui, Frederick C. Leung

## Abstract

RNA-Seq was used to unveil the transcriptional profile of DF-1 cells at the early stage of caIBDV infection. Total RNAs were extracted from virus-infected cells at 0, 6 and 12 hpi. RNA-Seq datasets of respective samples mapped to 56.5–57.6% of isoforms in the reference genome Galgal4.73. At 6 hpi, 23 isoforms underwent an elevated expression, while 128 isoforms were up-regulated and 5 were down-regulated at 12 hpi in the virus-infected group. Besides, 10 isoforms were exclusively expressed in the virus-infected cells. Though no significant change was detected in cytokine and interferon expression levels at the first 12 hours of infection, modulations of the upstream regulators were observed. In addition to the reported regulatory factors including EIF2AK2, MX, OAS*A, GBP7 and IFIT, IBDV infection also triggered a IFIT5-IRF1/3-RSAD5 pathway in the DF-1 cells which potentially restricted the viral replication cycle in the early infection stage. Over-expression of LIPA and CH25H, together with the suppression of STARD4, LSS and AACS genes implied a modulation of membrane fluidity and lipid raft arrangement in the infected cells. Alternative splicing of the EFR3 homolog A gene was also through to be involved in the lipid membrane regulation, and these cumulative responses projected an inhibition of viral endocytosis. Recognition of viral RNA genomes and intermediates was presumably enhanced by the elevated levels of IFIH1, DHX58 and TRIM25 genes which possess properties on detecting viral dsRNA. On the other hand, the caIBDV arrested the host's apoptotic process by inducing the expression of apoptosis inhibitors including NFKBIA/Z, TNFAIP2/3 and ITA at the first 12 hours of infection. In conclusion, the differential expression landscape demonstrated with RNA-Seq provides a comprehensive picture on the molecular interactions between host cells and virus at the early stage of infection.

## Introduction

Infectious bursal disease (IBD) has been striking chicken flocks for more than fifty years exerting an considerable economical impact to the global poultry industry. The disease brings a direct mortality ratio up to 90–100% [1, 2], and as it causes destruction of B-lymphocytes in the bursa of Fabricius, it leads into severe immunosuppression and hence secondary infections may result in infected chickens [3, 4, 5]. Infectious bursal disease virus (IBDV) is the causative agent of the disease. Two serotypes are identified in which serotype 1 comprises pathogenic strains, whereas serotype 2 strains cause neither disease nor protection against serotype 1 strains in chickens [6, 7, 8, 9]. It is demonstrated that the virus propagates in the actively proliferating IgM-bearing B-lymphocytes and hence induces apoptotic effects [10, 11, 12]. Though the pathogenicity and epizootiology have been studied for a certain period of time, the molecular interactions between the host cells and the viruses have not been well defined yet. In recent years studies have started to focus on the molecular mechanisms involved in the host responses upon IBDV infection. Quantitative RT-PCR (qRT-PCR) and microarray assays are increasingly employed to reveal the transcriptional changes of the host cells in response to IBDV infections [13–30]. While some studies also utilize proteomic approaches to identify the differentially expressed protein during the course of IBDV infection [31, 32]. Majority of these studies emphasized the cytokine responses including interleukin and interferon expressions, whereas some of these studies revealed expression of mRNA related to apoptotic mechanisms. Up to now, however, there is no comprehensive transcriptional landscape described in the cells upon IBDV infection. In order to explore the differential expression pattern in the event of IBDV infection, RNA sequencing (RNA-Seq) was employed to assay the transcript variations across the entire chicken genome. RNA-Seq reveals a high overall sensitivity on differentially expressed gene level compared with other whole-transcriptome expression quantification platforms including microarrays [33, 34]. The prerequisite of hybridization-based microarray assays relies on existing knowledge about genome sequences [35, 36] and hence limits the detection of novel, rare transcript species exist in the transcriptome. Whereas RNA-Seq takes an advantage not only in determining the differential expression level of transcripts, but it also provides evidence on transcript splice-variants, isoforms and single nucleotide polymorphism (SNPs) [37]. It has also been demonstrated that RNA-Seq is highly accurate for determining gene expression levels as performed with qPCR [38]. Background levels resulting from cross-hybridization is also much lower than occurred in microarray assay [39]. Taking these advantages, in this study we made use of RNA-Seq to unveil the transcriptomic dynamics upon caIBDV infection in DF-1 cells and to reveal a more comprehensive molecular interactions between the host cells and the virus.

## Materials and Methods

### Cell culture and virus

Chicken embryonic fibroblast cells DF-1 (CRL-12203, ATCC) were maintained and cultured with high glucose (4.5g D-Glucose/L) Dulbecco's Modified Eagle Medium DMEM-HG (Life Technologies, NY) supplemented with 10% (v/v) fetal bovine serum at 37°C, 5% CO_2_. Cell-adapted IBDV (caIBDV) was generated with propagating IBDV vaccine strain D78 (VR-2041, ATCC) in secondary chicken embryonic fibroblast cells, followed by purification with CsCl gradient and 20% sucrose gradient as described previously [21]. The quantity of the purified virus was determined by standard plaque assay [40].

### Virus inoculation

DF-1 cells were seeded into each well of 6-well plate (Costar 3516, Corning, NY) at 1 × 10^4^ cells at 24 hrs prior to virus inoculation. A total of six individual wells were prepared for each sampling time point of both mock- and caIBDV- infected groups. The purified caIBDV was diluted to 10 multiplicity of infection (m.o.i.) per ml with DMEM-HG without serum supplement. Before inoculation, culture medium was discarded and the cells were rinsed with 1 × phospate-buffered saline once. One ml of diluted caIBDV was applied into each well of the virus-infected group, whereas DMEM-HG without serum supplement was added in the mock-infected group. At 0, 6, 12 hrs post-infection (hpi), medium was aspirated from the wells of mock- and caIBDV-infected groups. One ml of SV RNA Lysis Buffer (Promega, WI) was added into each well and the cells were dispersed and lysed with repeated pipetting. A total of six individual cell lysates were collected from each treatment group at designated time points and kept at -80°C for total RNA extraction thereafter.

### Total RNA isolation

Total RNAs were extracted from cell lysates with SV96 Total RNA Isolation System (Promega, WI) according to manufacturer's protocol. Total RNAs extracted from each treatment group at the same time point were pooled into one tube for the downstream processes. A total of six RNA samples were obtained representing two treatments at three time points. Quantity of the pooled RNA samples was determined with Quant-iT RiboGreen RNA Reagent and Kit (Molecular Probes, OR), while the quality and integrity of RNA were confirmed with spectrophotometry and formaldehyde 1% agarose gel electrophoresis. All total RNA samples possessed A260/A280 ratio > 1.8 and the 28S:18S rRNA intensity ratio of 1.76 estimated with Nanodrop 2000 (Thermo Scientific, DE) and Quantity One Analysis Software (Bio-Rad, CA) respectively.

### Complementary DNA (cDNA) library construction and normalization

Four micrograms of each pooled total RNA were used for cDNA library construction using TruSeq RNA Sample Prep Kits v2 (Illumina, CA) according to the Low Sample (LS) Protocol of the TruSeq RNA Sample Preparation v2 Guide (Part# 15026495 Rev. D September 2012, Illumina, CA). The libraries were indexed with individual adaptor and normalized with Library Quantification Kit—Illumina/ Universal (Kapa Biosystems, MA) according to manufacturer's instructions. The normalized libraries were then pooled and loaded onto Illumina MiSeq Instrument for cluster generation and sequencing.

### Whole transcriptome shotgun sequencing

A 2 × 250 paired-end sequencing run was conducted using MiSeq Reagent Kit v2, 500 cycles with a standard flow cell (14 tile) (Illumina, CA) on an Illumina MiSeq machine. Raw reads generated from the run were demultiplexed and underwent quality trimming prior to the downstream analytical pipelines. Only reads with Q Score ≥ 30, and aligned with corresponding paired reads were retained for the differential expression analysis.

### Sequence analysis

The paired-end sequence reads of individual sample were aligned and mapped to a chicken reference genome (Gallus Gallus reference genome Galgal4.73) with STAR RNA-Seq aligner 2.3.0 [41] in default setups. Both the unmasked reference genome and the annotations of both coding and non-coding genes were obtained from Ensembl database [42]. The mapped reads were then converted to binary BAM files with SAMtools 1.0.2 [43] for transcript expression levels comparison. The aligned, mapped reads from the same time point of both mock- and caIBDV-infected group were compared and the expression levels at the isoform and gene level were calculated with Cuffdiff package in Cufflink transcript assembly tool [44]. The same annotation and reference genome (Galgal4.73) files as for STAR aligner were used in Cuffdiff pipeline. Expression level of each transcript in the samples were expressed in fragments per kilobase of transcript per million mapped fragments, FPKM. Each observed alternation in transcript expression with p<0.05 was regarded as statistical significant. Quality of the libraries and sequencing performance were examined with RNASeQC tool [45]. The differentially expressed genes were grouped with hierarchical clustering algorithms [46] in the RNA-Seq analysis package of Gene Pattern web-based tool (Broad Institute, MIT).

The potential protein-protein inactions among the genes in the altered expression profiles derived from RNA-Seq analyses were predicted with STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) v9.05 [47].

In addition to the chicken reference genome, the paired-end sequence reads of each sample group were also mapped to a IBDV reference sequence (IBDV Segment A, NC_004178.1; IBDV Segment B, NC_004179.1 [48]) with GS Reference Mapper in 454 Sequencing System Software Package v2.7 (Roche, CT) in order to assess the change of caIBDV viral load in the infected DF-1 cells.

### Nucleotide sequence accession number

The RNA-Seq datasets have been deposited at NCBI Gene Expression Omnibus (GEO) repository under the accession number of GSE60268.

## Results and Discussion

### Infection experiment and RNA-Seq

To study the transcriptomic profile of chicken embryonic fibroblast DF-1 cells during caIBDV infection, caIBDV strain D78 at 10 m.o.i. was used to infect DF-1 cells for 0, 6 and 12 hours. The relatively high dosage of virus was used for inoculation as to minimize the influence exerted from a large number of uninfected cells [49].

Total RNAs were isolated from both mock- and caIBDV-infected groups at respective time points and cDNA libraries were constructed for a 2 × 250 paired-end sequencing run on an Illumina MiSeq machine. 

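DF-1 is a spontaneously immortalized fibroblast line from chicken embryos, and caIBDV is a strain of infectious bursal disease virus adapted to growth in cultured cells. The experiment gave 6 libraries, 1 for each of the 2 treatments (mock infection, or caIBDV at 10 m.o.i.) at 0, 6 and 12 hpi. RNA from 6 wells was pooled into each library, so there was no replicate library and no difference between the groups has a replicate check. The authors mapped the trimmed reads with STAR to the Galgal4.73 reference and estimated with Cuffdiff the FPKM of each isoform with a lower and an upper confidence bound. The same 17942 isoforms of 17108 genes were listed for every library. Table 1 gives the reads of each library, while the FPKM values carry no read totals. Their relative depth was therefore estimated from what 1 fragment adds to the lowest values of transcripts of at least 800 bases. With mock 0 hpi taken as 100%, it was 97.8% in mock 6 hpi and 96.7% in mock 12 hpi, and 90.0%, 90.9% and 75.7% in the caIBDV libraries at 0, 6 and 12 hpi. The trimmed reads of Table 1 differ less, with 98.4% and 99.4% in mock and 94.4%, 94.6% and 88.0% in caIBDV in the same order. Transcripts of the mitochondrial genome held between 72.6% and 77.2% of the summed FPKM. For isoforms of 10 to 20 FPKM, the upper bound lay a median of 56.7% to 57.3% above the value, depending on the library.
A pair of libraries was compared by the difference in log2(FPKM + 1), over isoforms with an FPKM of at least 1 in at least 1 of the 2. An isoform was counted as up-regulated or down-regulated at a difference of 1 or -1, which is a fold change on the FPKM + 1 scale and understates the change of low isoforms. For transcripts named in the article, the log2 fold change is the log2 of the caIBDV FPKM over the mock FPKM of the same time point, without a pseudocount, where both were above 0. Its spread was described by the SD of the log2 fold changes at 0 hpi over the 500 isoforms closest in mean FPKM, called the 0 hpi spread. The mean was that of the 2 libraries compared. Where a transcript was low in 1 of them, the mean follows the higher value, and this spread understates the noise of the ratio. Positions are those of the locus Cuffdiff gave to a transcript on Galgal4. A value of 0 FPKM means only that the transcript was listed at 0, which at this depth does not show that it was absent.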

The sequence run yielded a total of about 32 millions passed-filter reads, and 85.1% of the reads possessed Q-Score ≥ 30. In average, > 4 million quality-trimmed reads were generated for each sample (Table 1). Though it has been suggested that high-quality eukaryotic transcriptome reconstruction requires more than ten million reads for discovering new genes and transcripts [34], the relatively shallow RNA-Seq datasets are otherwise sufficient to provide accurate differential expression trends of transcript as confirmed with qRT-PCR [50, 51, 52]. Hence RNA-Seq datasets obtained in this study can illustrate the evidence on differential expression landscape between the mock- and virus-infected conditions.

**Table 1:** Statistics on the RNA-Seq datasets.

		Mock-infected			caIBDV-infected	
hpi		Raw read	Trimmed read		Raw read	Trimmed read
0	R1	2,697,493	2,274,144	R1	2,548,186	2,140,585
	R2	2,953,303	2,500,845	R2	2,802,826	2,368,373
6	R1	2,643,354	2,250,936	R1	2,524,045	2,166,168
	R2	2,861,666	2,445,301	R2	2,730,637	2,351,470
12	R1	2,681,507	2,257,774	R1	2,334,929	2,004,679
	R2	2,939,553	2,488,528	R2	2,547,933	2,196,213

### Viral replication dynamics

After demulitplexing and quality trimming, the six datasets were mapped to IBDV reference genome (Segment A, NC_004178.1; IBDV Segment B, NC_004179.1) with GS Reference Mapper Algorithms (Roche, CT). The mapping matrix indicates that no sequence read from the mock-infected group matched to the reference genome. On the other hand, unique sequence reads of the segment A of the IBDV genome was detected in 6hpi and 12hpi, whereas those matched to segment B was observed at 12hpi (Fig 1). The sequence reads covered 20.01% to 63.87% of the entire segment A sequence at 6hpi and 12hpi samples respectively, while 56.17% of segment B sequence was retrieved from the 12hpi sample. This finding reveals that the replication machinery of caIBDV started as early as at 6 hours after the inoculation. The segment A sequences identified in the dataset did not only indicate the replication of IBDV genomic RNAs, but it also reflected the transcription of sub-genomic RNA species encoding for the viral structural proteins VP2, 3, 4 and 5 for the assembly of a mature virion. While the segment B sequences were observed at 12hpi, indicating that there was an expression of viral RNA polymerase VP1 and also the replication of this segment. The increase of mapped sequence reads indicates an active viral replication process in this 12-hours post inoculation period.

**Fig 1:**
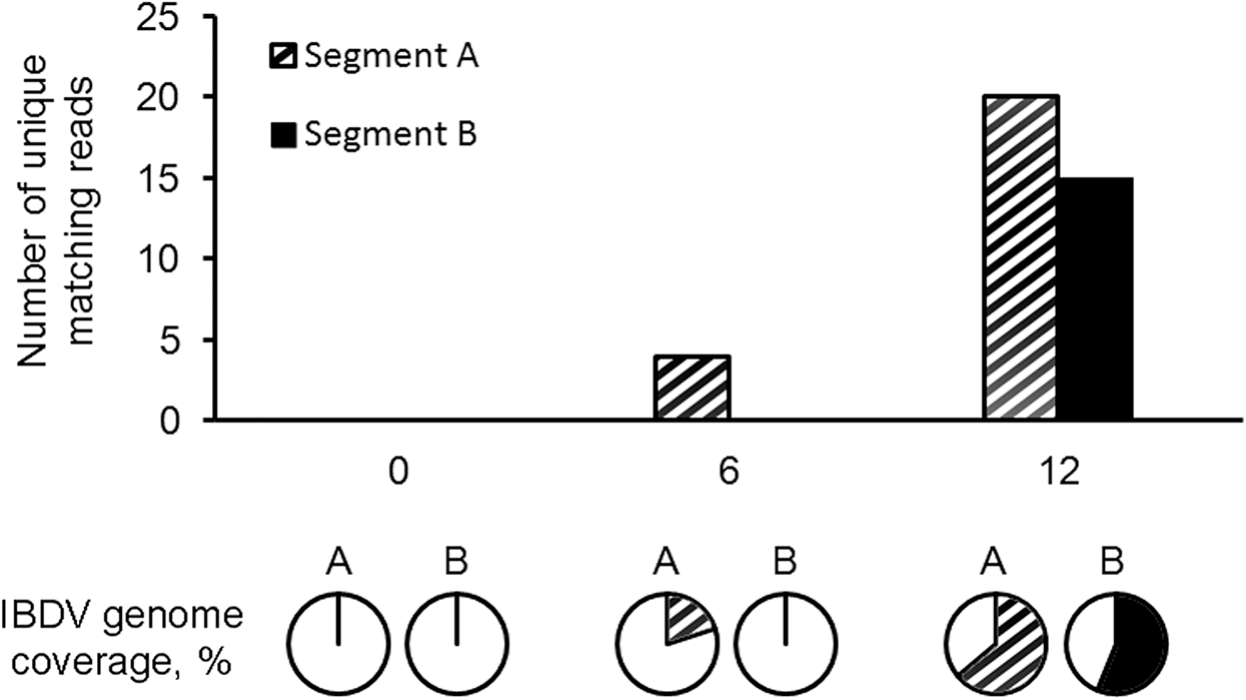
Number of unqiue matching reads and percentage of genome coverage to IBDV reference genome. The demultiplexed, trimmed sequence reads were mapped to IBDV reference genome comprising two segments. No IBDV sequences were identified in the mock-infected group and at 0hpi of the caIBDV-infected group. The sequence reads mapped to segment A showed up at 6hpi, with 20.01% coverage of the segment. While at 12hpi, both segment A and B sequences were mapped covering 63.87% and 56.17% of the respective genome segments. Shaded: segment A; solid: segment B.

### Differential expression patterns

To identify the differentially expressed transcripts in DF-1 cells upon caIBDV infection, the six RNA-Seq datasets were then aligned and mapped to a chicken reference genome Ensembl Galgal4.73 with STAR-aligner. The numbers of genes and isoforms mapped to the reference genome respective to each dataset remained constant throughout the course of experiment (Table 2). 

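An isoform was counted where its FPKM was above 0, and a gene where at least 1 of its isoforms was. In the mock-infected group, 10350, 10228 and 10247 isoforms of 10081, 9960 and 9980 genes were counted at 0, 6 and 12 hpi. In the caIBDV-infected group, 10149, 10194 and 10181 isoforms of 9879, 9920 and 9907 genes were counted at the same time points. Across the 6 libraries, 8854 isoforms were above 0 in every library and 6006 in none.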

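Isoforms above 0 FPKM made up 57.7%, 57.0% and 57.1% of the listed isoforms in the mock-infected group at 0, 6 and 12 hpi, and 56.6%, 56.8% and 56.7% in the caIBDV-infected group. The share of the listed genes was 58.9%, 58.2% and 58.3% in the mock-infected group and 57.7%, 58.0% and 57.9% in the caIBDV-infected group.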

The datasets mapped to 57.7–58.9% of genes and 56.5–57.6% of isoforms in the reference genome. 

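The highest and the lowest of the 6 libraries were 1.12 percentage points apart for isoforms and 1.18 for genes. Each of the 3 mock libraries had more isoforms above 0 than each caIBDV library, and each was also the deeper by the estimate from the low values. Counting only isoforms of at least 1 FPKM, the alternative that lowered the numbers most, left 8867 to 8921 isoforms in the mock libraries and 8806 to 8903 in the caIBDV libraries, so that the ranges of the groups overlapped.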

There was no significant alternations in the expressed gene/ transcript isoform number at the early infection stage (0–12 hpi) of caIBDV infection. Expression levels of the detected transcript isoform from mock- and caIBDV-infected groups were compared with Cuffdiff pipeline. The scatterplot in Fig 2 describes the expression profiles of global differential expressed transcripts at these time points. It was demonstrated that there was no statistical significant difference between the transcriptional profiles of these two groups at 0 hpi, whereas a total of 23 isoforms (0.12%, 23/17,942) were significantly up-regulated at 2.22–5.19 fold (p < 0.05) in the caIBDV-infected group at 6 hpi. 

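At 0 hpi, 303 of the 9331 isoforms compared were higher and 457 lower in the caIBDV library. At 6 hpi, 444 of 9318 were higher and 508 lower. Between pairs of mock libraries, which differ in time but not in infection, 346 to 364 isoforms were higher and 358 to 414 lower in the later library. The sum of both directions was 760 at 0 hpi, inside the range of 722 to 767 between mock libraries, and 952 at 6 hpi, above it. Pearson's r of log2(FPKM + 1) across isoforms, which are not independent replicates, was 0.918 at 0 hpi and 0.896 at 6 hpi, against 0.913 to 0.918 between mock libraries. Of the alternatives, a test on the Cuffdiff bounds with Benjamini-Hochberg adjustment moved these counts most. At an adjusted threshold of 0.05 it left 0 isoforms in either direction at 0 hpi, and 19 up-regulated and 0 down-regulated isoforms at 6 hpi. That test was chosen after the data had been examined, and it compares these libraries, not the conditions.
Among the transcripts with a value at 6 hpi in Table 3, MOV10 (chromosome 26 of Galgal4, 3486369 to 3492328) had the smallest ratio, 4.66, and IRF1 (chromosome 13, 16213206 to 16217341) the largest, 36.6. The FPKM of MOV10 rose from 4.56 (bounds 1.53 to 7.58) in mock 6 hpi to 21.2 (10.2 to 32.2) in caIBDV 6 hpi. That of IRF1 rose from 1.03 (0 to 2.67) to 37.9 (18.0 to 57.8). Their log2 fold changes were 2.22 and 5.19, where the 0 hpi spread was 0.37 and 0.36. That spread follows the high caIBDV values. For IL16, with 1.29 FPKM in mock 6 hpi and 1.26 in caIBDV 6 hpi, it was 1.09.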

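At 12 hpi, 955 of the 9500 isoforms compared were higher in the caIBDV library and 817 lower, and Pearson's r across isoforms was 0.811. A 4-fold difference on the FPKM + 1 scale was reached by 297 isoforms upward and 127 downward, against 46 to 61 upward and 62 to 78 downward between mock libraries. The caIBDV library of this time point was the shallowest of the 6. The heatmap of the paper (Fig 5) shows 128 transcripts, and in these libraries 122 of them were up-regulated and 5 down-regulated. The remaining 1, IFITM5, was listed at 0 FPKM in mock 12 hpi and at 9.11 (bounds 2.07 to 16.1) in caIBDV 12 hpi, and has no ratio. For 121 of the 128 transcripts the bounds of the 2 libraries did not overlap, which follows in part from their selection by Cuffdiff in these same libraries. The lowest ratio of the up-regulated transcripts was 4.22, for CHAC1 (chromosome 5, 23730412 to 23732558), whose log2 fold change was 2.08. Among the down-regulated transcripts, the fold decrease ran from 4.18 for TFRC (chromosome 9, 14408400 to 14421691) to 6.12 for STARD4, and the 5 log2 fold changes lay between -2.06 and -2.61.

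**Figure D1:**
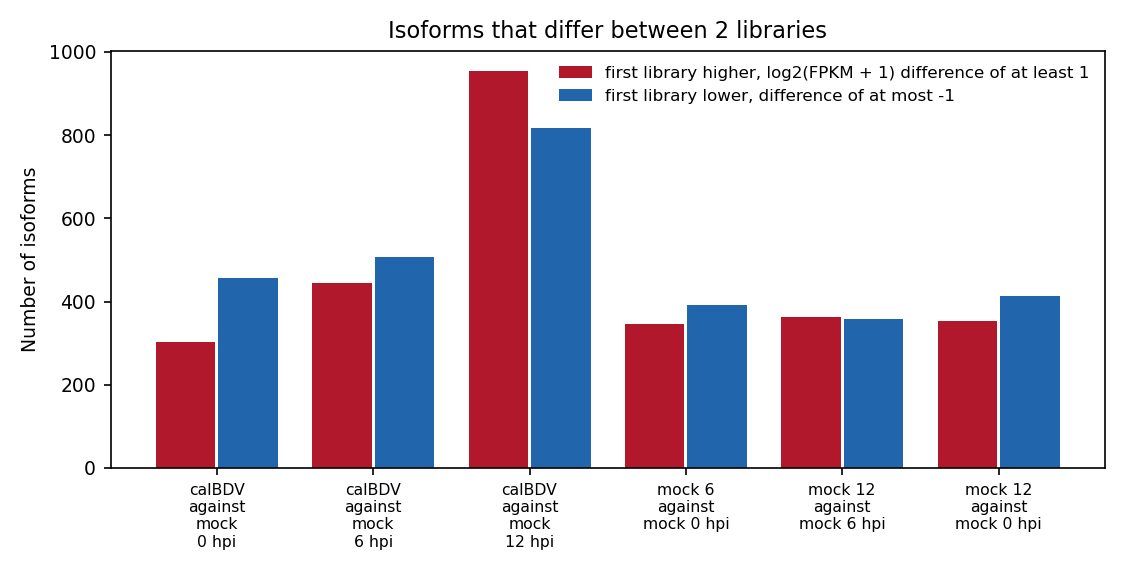
Number of isoforms (y-axis) that were higher (red) or lower (blue) in the first of 2 libraries by at least 1 in log2(FPKM + 1), for the caIBDV against mock libraries at 0, 6 and 12 hpi and for the 3 pairs of mock libraries. Both bars at 12 hpi, 955 and 817, stand above every bar between mock libraries, the highest of which is 414.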

The expression levels of 128 transcripts in the virus-infected group were significantly altered (123 up-regulated from 2.07 to 9.7487 fold; 5 down-regulated from 2.06 to 2.61 fold, p < 0.05) compared to mock-infected group at 12 hpi. Besides, 9 additional isoforms were detected in the caIBDV-infected cells only (Fig 3). 

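All 9 transcripts of Fig 3 were listed at 0 FPKM in mock 12 hpi and between 8.28 (TNFAIP3) and 53.8 FPKM (LYG2) in caIBDV 12 hpi. The lower bounds in caIBDV 12 hpi ran from 3.36 for TNFAIP3 to 24.7 for LYG2. CCL19 (chromosome Z, 8222635 to 8225085) reached 35.3 FPKM, MXI1 25.6, ENSGALT00000006704 23.7, IYD 13.9, SAMD9L 12.7 and ESR1 11.0. In the caIBDV libraries all 9 were higher at 12 hpi than at 6 hpi. Each of the 9 was also above 0 in at least 1 of the mock libraries of 0 and 6 hpi, as MXI1 was with 2.93 FPKM at 0 hpi and 4.19 at 6 hpi. Another MXI1 isoform, ENSGALT00000039079, was at 3.27 FPKM (bounds 0 to 7.53) in mock 12 hpi and at 0 in caIBDV 12 hpi. For MXI1, the value of 0 in mock 12 hpi therefore holds for the isoform of Fig 3 and not for the gene. By the values alone, 274 isoforms were at 0 in mock 12 hpi and at 1 FPKM or more in caIBDV 12 hpi, and 284 showed the reverse. The requirement of at least 5 FPKM in caIBDV 12 hpi moved the number most, to 55 isoforms against 47 in reverse. When 0 FPKM was required in all 3 mock libraries, 105 isoforms were left, against 69 in reverse.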

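EFR3A lies on chromosome 2 of Galgal4 from 140874788 to 140936443, and 2 isoforms of it were listed. EFR3A-201 is ENSGALT00000026233 (3796 bases) and EFR3A-202 is ENSGALT00000026799 (3706 bases). In the mock-infected group, EFR3A-202 held 2.78% of the summed FPKM of the 2 isoforms at 0 hpi, 48.5% at 6 hpi and 0% at 12 hpi. In the caIBDV-infected group it held 72.5%, 67.8% and 100%. The lower bound of EFR3A-202 set against the upper bound of EFR3A-201, and the reverse, gave shares of 0% to 30.5% in mock 0 hpi and 9.31% to 88.6% in mock 6 hpi. In the caIBDV libraries of 0 and 6 hpi the same range was 30.3% to 100% and 26.9% to 99.6%. Where an isoform was listed at 0, both of its bounds were 0. A pseudocount of 1 moved the shares at 12 hpi most, to 4.67% in mock and 95.5% in caIBDV.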

The result also demonstrates that there was a switch of alternatively spliced transcripts of EFR3A gene between mock- and caIBDV-infected groups (Fig 4).

**Fig 2:**
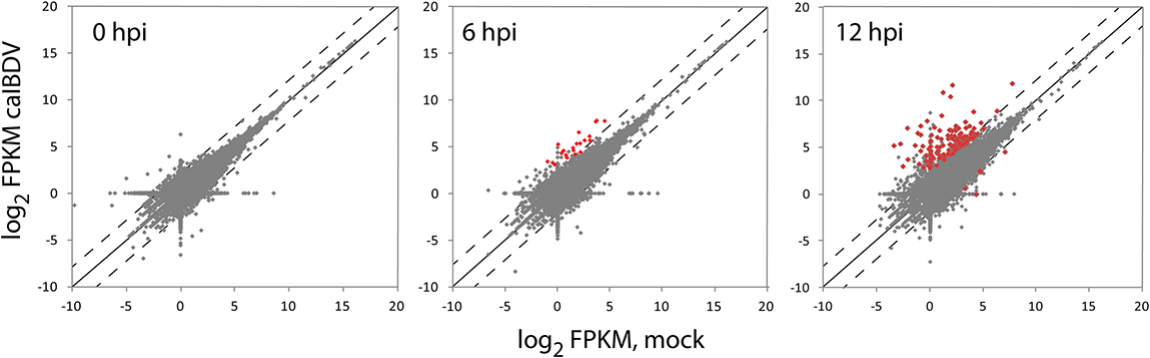
Pair-wise comparison of transcript expression in mock- and caIBDV-infected DF-1 cells at 0, 6 and 12 hours post-infection. Comparison of expression data was performed by XY-scatterplot analysis of log base 2-transformed value of fragments per kilobase of transcript per million mapped fragments, FPKM. The solid line represents the predicted line of identity. The dashed line indicates the threshold of ≥ 2-fold or less than one-half of expression ratios. Data points shown in red represents significant differentially expressed transcripts, p < 0.05.

**Fig 3:**
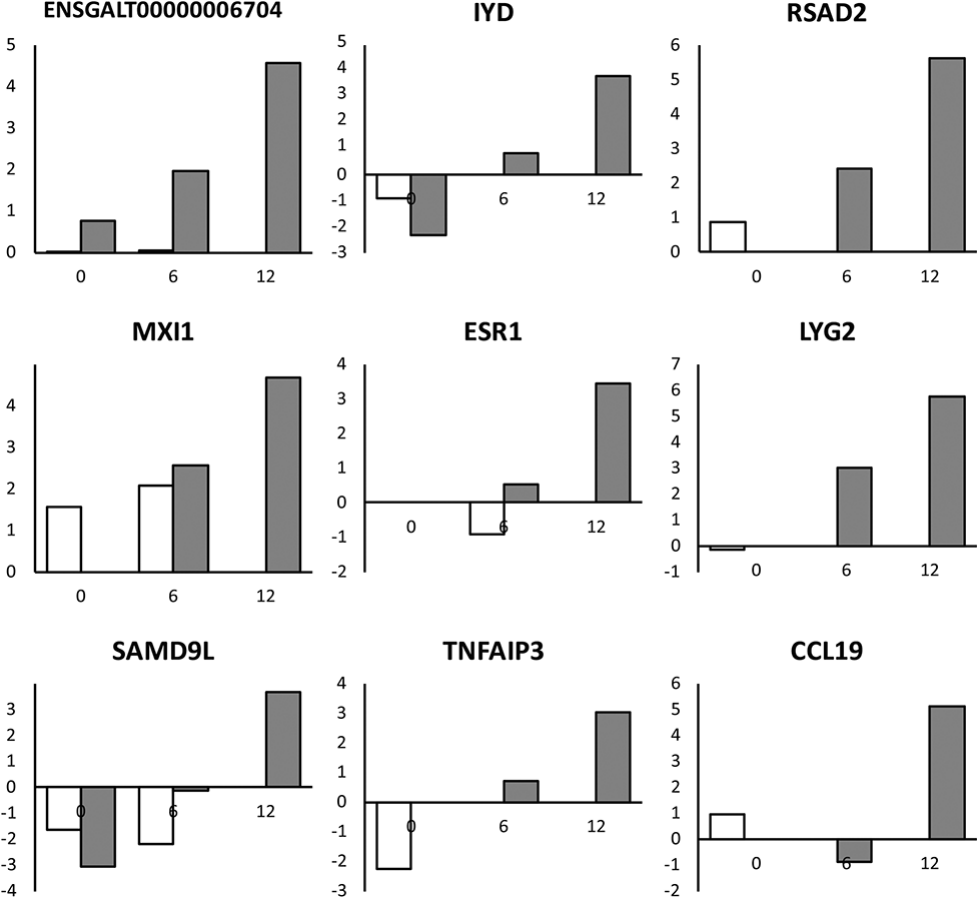
Nine transcripts expressed in caIBDV-infected cells only at 12 hpi. The expression level of these nine transcripts increased gradually from 0 to 12 hpi. ENSGALT00000006704: torsin family 1, member B-like mRNA; IYD: iodotyrosine deiodinase; RSAD2: radical SAM domain-containing 2, viperin; MXI1: MAX-interacting protein 1; ESR1: estrogen receptor 1; LYG2: lysozyme G-like 2; SAMD9L: sterile alpha motif domain containing 9-like uncharacterized protein; TNFAIP3: Tumor necrosis factor, alpha-induced protein 3; CCL19: Chemokine (C-C motif) ligand 19. White: mock-infected group; grey: caIBDV-infected group. x-axis: hours post-inoculation; y-axis: transcript level expressed as log2(fold change).

**Fig 4:**
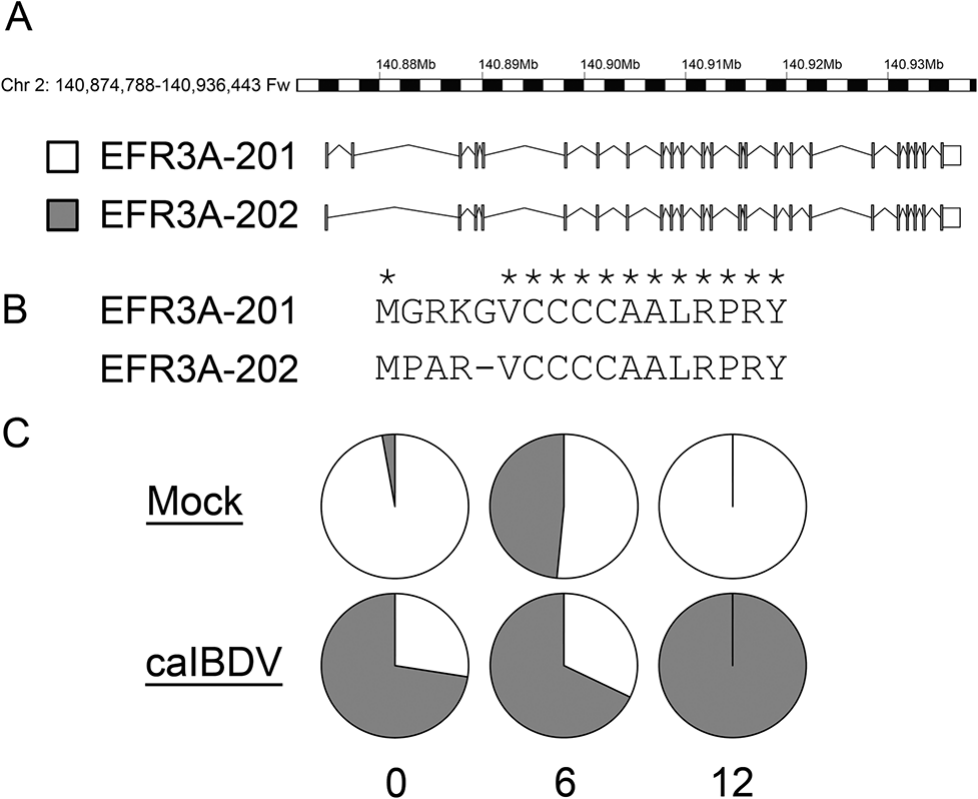
Switching expressions of alternatively spliced froms of EFR3A gene. (A) Structure and chromosomal location of the two transcripts of EFR3A gene; (B) Amino acid residue alignment of the N-terminal of the two transcripts; (C) Expression level (% of FPKM value) of the two transcripts in mock- and caIBDV-infected groups. White: EFR3A-201; grey: EFR3A-202.

**Table 2:** Number of genes and transcript isoforms mapped to reference genome Galgal4.73.

	Mock-infected			caIBDV-infected		
	0 hpi	6 hpi	12 hpi	0 hpi	6 hpi	12 hpi
Gene	10,081	9,960	9,980	9,879	9,920	9,907
Isoform	10,350	10,228	10,245	10,147	10,194	10,181

The differentially expressed isoforms were classified into 12 clusters according to their expression patterns in hierarchical clustering (Fig 5). 

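The median log2 fold change at 6 hpi was 3.19 in cluster 1 (4 transcripts), 3.08 in cluster 2 (13), 2.43 in cluster 3 (19) and 2.34 in cluster 9 (12). It was 2.01 for the only transcript of cluster 11, between 1.38 and 1.56 in clusters 4, 5 and 6, 0.52 in cluster 7, 0.60 in cluster 8 and -0.31 in cluster 10. A log2 fold change of at least 2 at 6 hpi was reached by all 4 transcripts of cluster 1, 8 of the 13 in cluster 2, 12 of the 19 in cluster 3 and 7 of the 12 in cluster 9. In the other clusters of up-regulated transcripts, 8 transcripts reached it. The 5 transcripts of cluster 12 had a median of -0.49 at 6 hpi and -2.33 at 12 hpi, and none of them was below -1 at 6 hpi. At 12 hpi the medians of clusters 1, 2, 3 and 9 were 4.63, 3.94, 4.95 and 3.11, and those of the other up-regulated clusters ran from 2.74 to 4.32. With the mean of the 3 mock libraries in place of the mock library of the same time point, the medians at 6 hpi were 0.64 for cluster 11 and 1.96 for cluster 2. A pseudocount of 1 lowered that of cluster 9 to 1.49.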

Early expressed transcripts (i.e., at 6 hpi) were observed in mainly in cluster 1, 2, 3 and 9, while cluster 12 comprised 5 down-regulated isoforms. Despite most of the expression patterns of these clusters are similar to each other and show limited co-relation with the potential biological process activated by the caIBDV-infection event according to their GO term accessions (Table 3), the result reveals that transcripts involved in anti-viral responses, transcription regulation and membrane proteins were dominantly expressed in caIBDV-infected cells at the very early stage of infection. 

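Of the 46 transcripts in Table 3, 21 have a value in its 6 hpi column. Among these, LY6E (chromosome 2, 147927176 to 147933270) rose from 4.08 FPKM (bounds 0 to 8.50) in mock 6 hpi to 92.2 (44.0 to 140) in caIBDV 6 hpi, a log2 fold change of 4.50 with a 0 hpi spread of 0.31. IGSF1 (chromosome 20, 40715 to 45256) rose from 0.514 (0 to 1.32) to 10.6 (4.39 to 16.8), a log2 fold change of 4.36. The coactivator HELZ2 (chromosome 20, 14260723 to 14277263) rose by 4.03 on the log2 scale, to 204 FPKM, but its bounds in caIBDV 6 hpi were 0 to 459 and overlapped those in mock. CMPK2 (chromosome 3, 94575875 to 94584183) rose by 3.34. For the 25 transcripts of Table 3 without a value at 6 hpi, a log2 fold change could be computed as well. It was at least 1 in 23 of them and at least 2 in 10, and the bounds of the 2 libraries overlapped for 20 of the 25. The highest was 3.66, for ENSGALG00000009639, from 0.0898 to 1.13 FPKM. Over the up-regulated transcripts of Fig 5, the median log2 fold change was 1.52 at 6 hpi. Although it found limited relation between the cluster patterns and the GO terms, the paper concludes from the altered transcripts that those for anti-viral responses, transcription regulation and membrane proteins dominated the very early response.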

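CASP8 (chromosome 7, 10949123 to 10955503) rose by 2.08 on the log2 scale at 12 hpi and by 0.65 at 6 hpi. APAF1 (chromosome 1, 46537766 to 46565051), which encodes the platform for caspase activation, rose by 2.44 and 1.04. IRF10 (chromosome 20, 10405912 to 10410873) rose from 3.15 FPKM (0.791 to 5.51) to 62.9 (24.4 to 101) at 12 hpi, a log2 fold change of 4.32, after 1.60 at 6 hpi. PML (chromosome 10, 2107249 to 2114518) had log2 fold changes of 4.53 at 12 hpi and 1.45 at 6 hpi. The chemokine CCL4 (ENSGALT00000040649, in a locus of 3 genes on chromosome 19, 352190 to 378001) rose from 205 to 3736 FPKM at 12 hpi, but with bounds of 0 to 8938 in caIBDV. Over the 122 up-regulated transcripts of Fig 5 the median log2 fold change at 12 hpi was 3.49, and all 122 had a higher log2 fold change at 12 hpi than at 6 hpi. It had been at least 1 at 6 hpi in 83 of them. The paper chose these transcripts from the same libraries for their change at 12 hpi, so a larger change there follows in part from the choice.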

While transcripts related to apoptotic activities, interferon-dependent immune responses and inflammatory responses were tuned up at 12 hpi.

**Fig 5:**
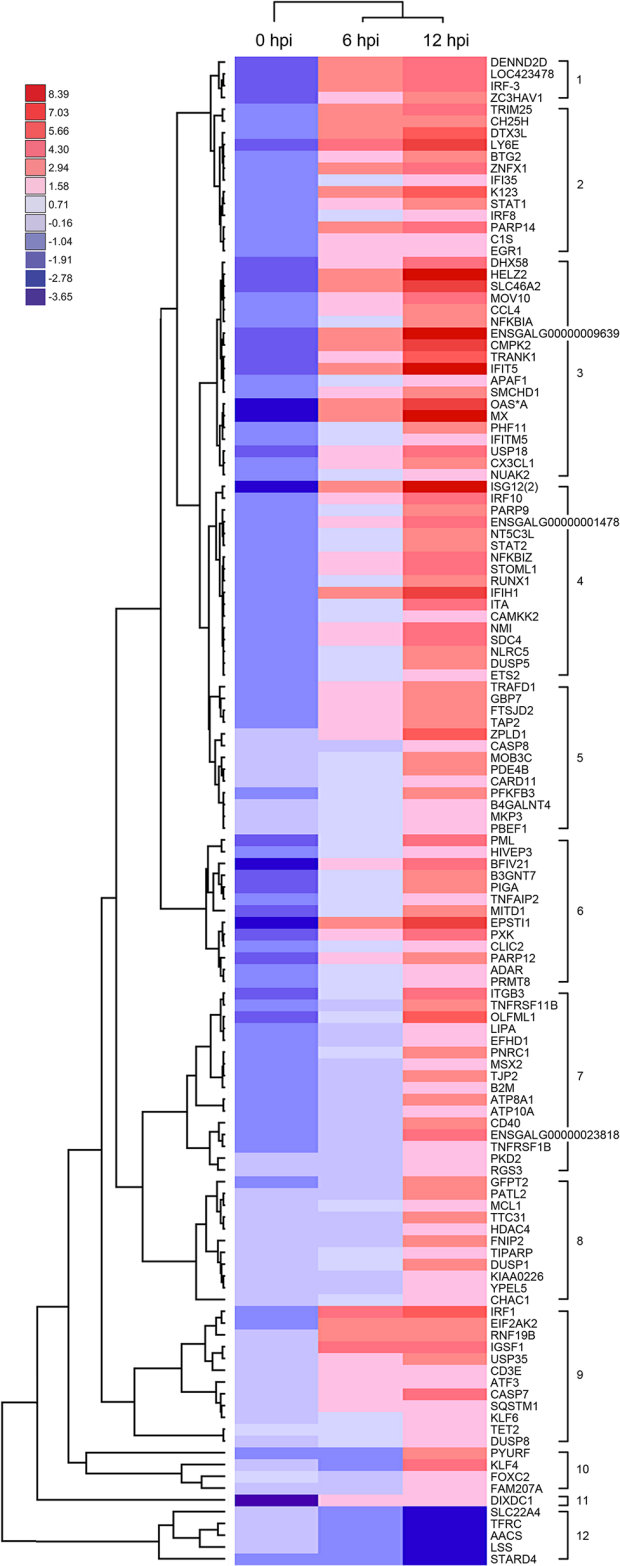
Heatmap indicating the pattern of 128 significant differentially expressed transcripts at 0, 6 and 12 hpi time points. Expression fold change (log_2_ caIBDV/mock) are represented as indicated in the color scale. The transcripts were classified into 12 clusters according to their expression patterns.

**Table 3:** Differentially expressed transcripts and the respective biological process upon caIBDV infection in DF-1 cells. Transcripts with fold change at 12 hpi ≥ 4.00 are listed.

				Fold Change		
Ensembl transcript ID	Symbol	Description	Biological function	6hpi	12hpi	Cluster
ENSGALT00000010311	IFIT5	Interferon-induced protein with tetratricopeptide repeats 5	Anti-viral response	4.05	9.75	3
ENSGALT00000022096	ISG12(2)	Putative ISG12-2 protein	Anti-viral response	3.24	9.65	4
ENSGALT00000025999	MX	Interferon-induced GTP-binding protein Mx	Anti-viral response	3.93	9.30	3
ENSGALT00000015699	ENSGALG00000009639	Uncharacterized protein	Anti-viral response	-	8.69	3
ENSGALT00000009906	HELZ2	Helicase with zinc finger 2, transcriptional coactivator	Transcription regulation	4.03	8.60	3
ENSGALT00000018067	IFIH1	Interferon-induced helicase C domain-containing protein 1	Anti-viral response	3.01	8.27	4
ENSGALT00000043751	CMPK2	Cytidine monophosphate (UMP-CMP) kinase 2, mitochondrial	Anti-viral response	3.34	8.26	3
ENSGALT00000022305	OAS*A	59 kDa 2'-5'-oligoadenylate synthase-like protein	Anti-viral response	3.49	8.20	3
ENSGALT00000027416	EPSTI1	Epithelial stromal interaction 1	Apoptosis	-	7.76	6
ENSGALT00000026025	LY6E	Lymphocyte antigen 6E precursor	Transcription regulation	4.50	7.40	2
ENSGALT00000043789	SLC46A2	Solute carrier family 46, member 2	Undescribed	-	7.31	3
ENSGALT00000019695	TRANK1	Tetratricopeptide repeat and ankyrin repeat containing 1	Membrane protein/ receptor	2.90	6.83	3
ENSGALT00000019727	DTX3L	Deltex 3-like protein	Transporter	3.76	6.71	2
ENSGALT00000002244	IRF1	Interferon regulatory factor 1	Undescribed	5.19	6.29	9
ENSGALT00000010244	K123	K123 protein precursor	Respnose to DNA damage	4.00	6.00	2
ENSGALT00000024768	ZPLD1	Zona pellucida-like domain containing 1	Anti-viral response	-	5.91	5
ENSGALT00000044367	OLFML1	Olfactomedin-like 1	Undescribed	-	5.88	7
ENSGALT00000000519	ITGB3	Integrin beta-3 precursor	Undescribed	-	5.62	7
ENSGALT00000001439	IGSF1	Immunoglobulin superfamily member 1	Undescribed	4.36	5.60	9
ENSGALT00000002240	ENSGALG00000001478	Uncharacterized protein	Membrane protein/ receptor	-	5.48	4
ENSGALT00000019721	PARP14	Poly (ADP-ribose) polymerase family, member 14	Membrane protein/ receptor	3.19	5.13	2
ENSGALT00000000210	DENND2D	DENN/MADD domain containing 2D	Undescribed	-	5.04	1
ENSGALT00000007763	ZNFX1	Zinc finger, NFX1-type containing 1	Transcription regulation	3.08	5.00	2
ENSGALT00000021310	USP18	Ubiquitin carboxyl-terminal hydrolase 18	GDP-GTP conversion	2.57	4.96	3
ENSGALT00000005325	DHX58	DEXH (Asp-Glu-X-His) box polypeptide 58	Undescribed	-	4.93	3
ENSGALT00000006265	SDC4	Syndecan-4 precrusor	Interfereon Induced	-	4.82	4
ENSGALT00000018671	LOC423478	Exocyst complex component 3-like	Anti-viral response	3.39	4.77	1
ENSGALT00000002226	STOML1	Stomatin (EPB72)-like 1	B-cell	-	4.74	4
ENSGALT00000044107	BFIV21	MHC BF2 class I precursor	Cellular balance	-	4.69	6
ENSGALT00000002368	MOV10	Putative helicase MOV-10	Undescribed	2.22	4.68	3
ENSGALT00000042652	KLF4	Kruppel-like factor 4	Peptide antigen binding	-	4.62	10
ENSGALT00000011423	PXK	PX domain containing serine/threonine kinase	Antiviral response	-	4.55	6
ENSGALT00000039921	HSPB1	Heat shock protein 25	RNA-mediated gene silencing	-	4.55	7
ENSGALT00000002125	PML	Promyelocytic leukemia	Transcription regulation	-	4.53	6
ENSGALT00000039023	IRF-3	Interferon regulatory factor 3	Apoptotic activity	3.05	4.49	1
ENSGALT00000024766	NFKBIZ	NF-kappa-B inhibitor zeta	Inflammatory responses	-	4.49	4
ENSGALT00000004971	TRIM25	Tripartite motif containing 25	Stress resistance	3.32	4.49	2
ENSGALT00000036426	ITA	Inhibitor of apoptosis protein	Transcription regulation	-	4.47	4
ENSGALT00000020390	NMI	N-myc (and STAT) interactor	Respnose to DNA damage	-	4.35	4
ENSGALT00000014519	CASP7	Caspase 7, apoptosis-related cysteine peptidase		-	4.35	9
ENSGALT00000010406	IRF10	Interferon regulatory factor 10	Interfereon-dependent immune responses	-	4.32	4
ENSGALT00000019729	PARP9	Poly (ADP-ribose) polymerase family, member 9	NF-kappa-B cascade	-	4.21	4
ENSGALT00000040649	CCL4	Chemokine-like ligand 1 precursor	Apoptotic activity	-	4.19	3
ENSGALT00000010225	PFKFB3	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3	Inflammatory responses	-	4.13	5
ENSGALT00000001016	GBP7	Guanylate binding protein 7	Anti-viral response	-	4.10	5
ENSGALT00000022552	ZC3HAV1	Zinc finger CCCH-type antiviral protein 1	Apoptotic activity	2.51	4.04	1

### Anti-viral responses exerted by DF-1 cells

It has been well demonstrated that host cells execute a cascade of machinery to combat against viral particle invasion. Previous studies have shown that IBDV infection triggered expression of cytokine genes that are typically up-regulated in general viral infections. Expression of T-helper 1 cell (Th1) cytokine genes including interferon gamma (IFN-γ), interleukin-2 (IL-2), interleukin-12 (IL-12), signal transducers and activators of transcription 1 (STAT1) and 4 (STAT4) were found increased in IBDV-infected chicken or chicken embryonic fibroblast cells at 1–7 days post infection [16, 19, 20, 22, 23, 24, 27, 30]. While elevation of Th2 cytokine genes expressions including IL-4, IL-5, IL-13 was also reported [24]. Genes of cytokine that initiate inflammatory responses including IL-8, nitric oxide synthase (iNOS), and cyclooxygnease (COX-2) were also shown to be up-regulated [17, 18, 27]. 

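Among the cytokine genes named above, IL2, IL4, IL5, IL12A and STAT4 were listed at 0 FPKM in all 6 libraries, and no isoform was listed under the symbol IL13. IFNG was at 0 in every library but caIBDV 12 hpi, with 0.579 FPKM (bounds 0 to 1.66). IL8 had 0 FPKM in mock 12 hpi and 0.774 (0 to 1.75) in caIBDV 12 hpi. The COX-2 gene PTGS2 was above 0 only in caIBDV 6 hpi, with 0.190 FPKM (0 to 0.572). NOS2, the iNOS gene, fell from 3.34 FPKM (1.15 to 5.53) in mock 12 hpi to 1.10 (0.0574 to 2.14) in caIBDV 12 hpi, with overlapping bounds. For these genes the bounds overlapped or began at 0, so that a change was not detectable at this depth. The IL12B gene, listed as IL-12B on chromosome 13 (7490791 to 7500444), has 2 isoforms. ENSGALT00000002145 was at 1.79 FPKM (lower bound 0) in mock 0 hpi, at 0 in mock 6 and 12 hpi, and at 4.30 (0.892 to 7.71) and 6.79 (1.48 to 12.1) in caIBDV. The other rose from 1.28 to 4.23 FPKM at 12 hpi with overlapping bounds.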

In this study, however, no significant elevation of expression levels of these cytokine genes was identified in caIBDV-infected cells. 

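EIF2AK2 (chromosome 3, 31347176 to 31365169), the gene of the double-stranded RNA sensor PKR, rose from 2.86 FPKM (bounds 0.517 to 5.21) in mock to 24.3 (11.7 to 37.0) in caIBDV at 6 hpi and from 5.79 (2.04 to 9.55) to 63.4 (25.8 to 101) at 12 hpi. Its log2 fold changes were 3.09 and 3.45, against a 0 hpi spread of 0.36 and 0.31. MX (chromosome 1, 108280289 to 108296301) had 0.219 FPKM (0 to 0.671) in mock 12 hpi and 138 (37.3 to 238) in caIBDV 12 hpi, a log2 fold change of 9.30 after 3.93 at 6 hpi. OAS*A (ENSGALT00000022305, chromosome 12, 3226270 to 3228218) rose by 3.49 at 6 hpi and 8.20 at 12 hpi, from 0.791 to 233 FPKM (68.1 to 399). GBP7 (chromosome 23, 1402269 to 1407058) rose by 2.10 and 4.10, to 38.1 FPKM (16.9 to 59.3) at 12 hpi. At 0 hpi all 4 were lower in the caIBDV library, with log2 fold changes of -2.49 for MX and -2.42 for OAS*A, whose bounds did not overlap there. EIF2AK2 was the higher in caIBDV 0 hpi, by 0.15, when set against the mean of the 3 mock libraries.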

In contrary, the regulatory factors modulating these cytokines including the well characterized eukaryotic translation initiation factor 2-alpha kinase 2 (EIF2AK2, or protein kinase R PKR), interferon-induced GTP-binding protein Mx1 (MX), 59 kDa 2'-5'-oligoadenylate synthetase-like protein (OAS*A), guanylate binding protein (GBP7) and interferon-induced protein with tetratricopeptide (IFIT) were profoundly expressed. Among the 139 differentially expressed transcripts, IFIT5 (interferon-induced protein with tetratricopeptide repeats 5) was expressed in the highest fold change during caIBDV infection. 

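IFIT5 (ENSGALT00000010311) lies on chromosome 6 from 18900981 to 18904128. Its FPKM in the mock-infected group was 76.4 (bounds 34.3 to 118) at 0 hpi, 13.3 (5.26 to 21.4) at 6 hpi and 2.24 (0 to 4.66) at 12 hpi. In the caIBDV-infected group it was 25.4 (12.0 to 38.8), 221 (62.0 to 380) and 1928 (0 to 4829). The ratio at 12 hpi was 860, a log2 fold change of 9.75, and the bounds of the 2 libraries overlapped. No other of the 9449 isoforms above 0 in both libraries of 12 hpi had a ratio as high. ISG12(2) (chromosome 2, 89725778 to 89729168) followed with a log2 fold change of 9.65, from 4.14 to 3326 FPKM (0 to 6674), which is apart from IFIT5 by less than the 0 hpi spread of 0.29. The order depended on the mock value. With a pseudocount of 1, ISG12(2) came before IFIT5, with 9.34 against 9.22. Against the mean of the 3 mock libraries, the log2 fold change of IFIT5 was 5.98 and it was number 5 among the up-regulated transcripts of Fig 5, of which ENSGALG00000009639 had the highest value, 6.98.

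**Figure D2:**
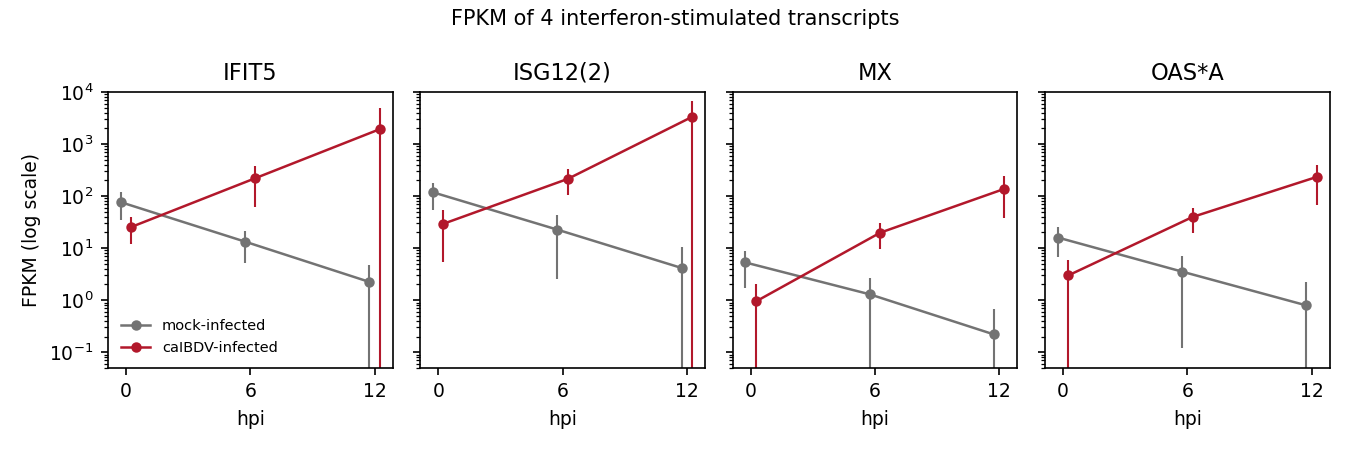
FPKM on a log axis against hpi for IFIT5, ISG12(2), MX and OAS*A in the mock-infected (grey) and caIBDV-infected (red) libraries, 1 library per point, with vertical lines for the bounds given by Cuffdiff; lines that reach the bottom edge have a lower bound at or near 0. The mock values fall from 0 to 12 hpi, for IFIT5 from 76.4 to 2.24, while the caIBDV values rise.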

IFIT5 is a member of IFIT1 family which expression can be induced by virus infection, interferons, dsRNA and lipopolysaccharides [53, 54]. It was demonstrated that IFIT5 potentiates anti-viral responses by promoting the interferon regulatory factor 3 (IRF3)- or nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB)-mediated gene expressions [55]. 

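The gene listed as IRF-3 (ENSGALT00000039023, chromosome 5, 15206202 to 15209669) had 8.29 FPKM (bounds 2.85 to 13.7) in mock and 68.9 (30.8 to 107) in caIBDV at 6 hpi, a log2 fold change of 3.05 with a 0 hpi spread of 0.32. At 12 hpi it had 9.65 FPKM (3.57 to 15.7) in mock and 217 (54.0 to 380) in caIBDV, a log2 fold change of 4.49. IFIT5 itself had a log2 fold change of 4.05 at 6 hpi, where its bounds in the 2 libraries did not overlap. IRF1 reached 81.7 FPKM (38.4 to 125) at 12 hpi, a log2 fold change of 6.29. EPSTI1 (chromosome 1, 165967144 to 166019257), drawn in the same network of Fig 6B, rose by 3.50 at 6 hpi and 7.76 at 12 hpi. The interactions drawn in Fig 6 come from STRING and were not analysed here.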

Over-expression of IFIT5 in the infected DF-1 cells was observed accompany with the elevation of IRF3 at 6 hpi, and progressively with other IRF-3-mediated genes at 12 hpi (Fig 6). One of the dominant anti-viral components potentially triggered by ITIF5-IRF3 pathway was RSAD2 (radical SAM domain-containing 2, viperin) gene. 

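RSAD2 (ENSGALT00000026450) lies on chromosome 3 of Galgal4 from 94589239 to 94594293. In the mock-infected group it had 1.85 FPKM (bounds 0 to 4.39) at 0 hpi and was listed at 0 at 6 and 12 hpi. In the caIBDV-infected group it was at 0 FPKM at 0 hpi, 5.40 (0.205 to 10.6) at 6 hpi and 49.1 (23.5 to 74.8) at 12 hpi. On the log2(FPKM + 1) scale the differences at 6 and 12 hpi were 2.68 and 5.65.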

RSAD2 gene was found expressed only in caIBDV-infected cells but not in mock-infected cells at 12 hpi (Fig 3). It is an endoplasmic reticulum-associated virus inhibitory protein which can be induced by type I, II and III IFNs, double-stranded (ds) DNA, dsRNA analog poly I:C, lipopolysaccharide (LPS) and infection of various viruses [56–61]. Besides, it was shown that RSAD2 could be induced via an IFN-independent pathway by transcription factor IRF-1 [62]. Definite anti-viral machineries exerted by RSAD2 has not been concluded yet, but it is believed that it involves in inhibiting viral replication indirectly by altering the cell survival control [63], and membrane fluidity modulation which prevents the budding of viruses [64]. So the switching-on of RSAD2, presumably by ITIF5-IRF3 or by IRF1 regulation, may contribute to the early viral defense in IBDV infection.

**Fig 6:**
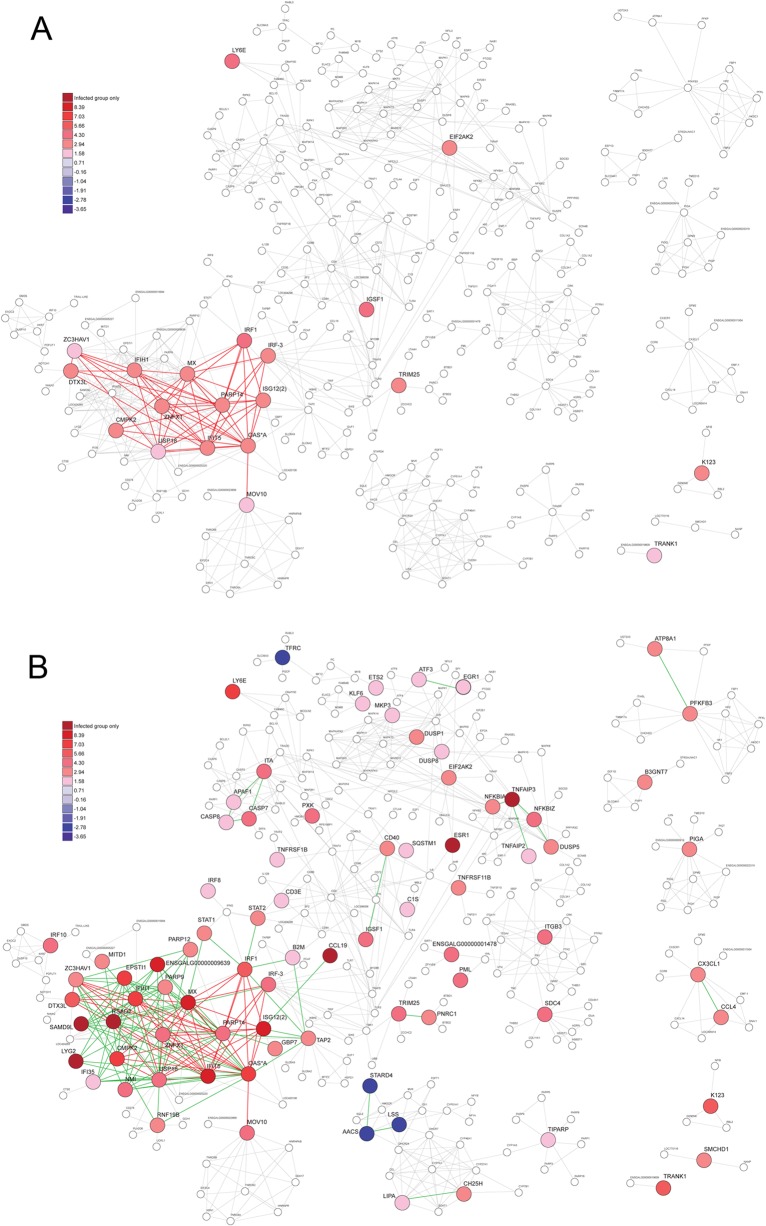
Gene pathways analysis. The potential interaction among the significant differentially expressed isoforms (p < 0.05) were analysed with STRING tool v9.05. (A) 6 hpi; (B) 12 hpi. Expression fold change (log_2_ caIBDV/mock) are represented as indicated in the color scale. Red lines: potential protein interactions started at 6 hpi; green lines: potential protein interactions started at 12 hpi.

Apart from the defense effectors, genes possessed with accessory anti-viral functions were also regulated in caIBDV-infected cells. The interferon-induced helicase C domain-containing protein 1 (IFIH1, or melanoma differentiation-associated protein 5, MDA5) was found expressed in 3.01 and 8.27 fold at 6 and 12 hpi respectively. It was reported that IFIH1 interacts with probable ATP-dependent RNA helicase (DHX58, or Laboratory of Genetics and Physiology 2, LGP2; expressed to 4.93 fold at 12 hpi, Table 3) as a pattern recognition receptor to sense viral dsRNA and triggers downstream antiviral reactions [65, 66]. In addition, elevated expression of tripartite motif-containing protein 25 (TRIM25) at the very beginning of the infection event was believed to be related to the interaction with retinoic acid-inducible gene 1 (RIG-I) in detecting the viral RNA intermediates [67, 68]. 

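IFIH1 (ENSGALT00000018067) lies on chromosome 7 from 20543411 to 20570333. Its FPKM at 6 hpi was 1.80 (bounds 0.325 to 3.28) in mock and 14.6 (7.01 to 22.1) in caIBDV, a ratio of 8.08 and a log2 fold change of 3.01 with a 0 hpi spread of 0.52. At 12 hpi it was 0.521 (0 to 1.17) in mock and 161 (10.4 to 312) in caIBDV, a ratio of 309 and a log2 fold change of 8.27. The bounds of the 2 groups did not overlap at either time point. At 0 hpi, 3.92 FPKM in mock and 2.26 in caIBDV were within each other's bounds.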

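DHX58 (chromosome 27, 4822592 to 4826644) rose from 1.99 FPKM (bounds 0.0381 to 3.95) in mock 12 hpi to 60.8 (26.4 to 95.1) in caIBDV 12 hpi. The ratio was 30.5 and its log2 4.93. At 6 hpi the values were 3.69 (0.737 to 6.65) and 18.0 (8.50 to 27.4), a log2 fold change of 2.28 without overlap of the bounds.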

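TRIM25 (chromosome 18, 6254682 to 6261401) had 1.74 FPKM (bounds 0 to 3.53) in mock 6 hpi and 17.4 (8.21 to 26.6) in caIBDV 6 hpi, a log2 fold change of 3.32 against a 0 hpi spread of 0.46. At 12 hpi the FPKM was 1.51 (0 to 3.14) and 33.9 (16.2 to 51.6). At 0 hpi the caIBDV library was the lower, by -0.83 on the log2 scale with overlapping bounds.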

Apart from the regulation of RSAD2, the host cells membrane condition during caIBDV infection was probably influenced with cellular cholesterol metabolism. An over-expression of lipase A (LIPA) and cholesterol 25-hydroxylase (CH25H), together with the down-regulation of StAR-related lipid transfer protein 4 (STARD4), lanosterol synthase (LSS) and acetoacetyl-coA synthease (AACS) (Fig 6B), imply an evidence on the modulation of intracellular cholesterol contents in the infected cells. 

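LIPA and CH25H lie close together on chromosome 6, from 18880137 to 18892422 and from 18874848 to 18875672. LIPA rose from 10.1 FPKM (bounds 4.40 to 15.9) in mock 12 hpi to 43.1 (19.6 to 66.6) in caIBDV 12 hpi, a log2 fold change of 2.09 with a 0 hpi spread of 0.30. At 6 hpi it was 0.45 with overlapping bounds. CH25H rose from 4.13 FPKM (0 to 9.23) to 63.5 (lower bound 29.6) at 12 hpi, a log2 fold change of 3.94, and by 3.10 at 6 hpi, where the bounds overlapped. STARD4 (chromosome Z, 46333366 to 46341826) went from 9.45 FPKM (4.48 to 14.4) to 1.54 (0.195 to 2.89) at 12 hpi. LSS (chromosome 7, 6911105 to 6920391) went from 127 FPKM (42.5 to 212) to 23.4 (11.2 to 35.5), a log2 fold change of -2.45. AACS (chromosome 15, 4444356 to 4481664) went from 26.6 FPKM (12.6 to 40.5) to 5.28 (1.86 to 8.71). The bounds of these 3 did not overlap at 12 hpi. At 6 hpi their log2 fold changes were -0.50, -0.18 and -0.49, all with overlapping bounds. In the mock-infected group LSS itself rose with time, from 81.4 FPKM at 0 hpi to 92.4 at 6 hpi.

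**Figure D3:**
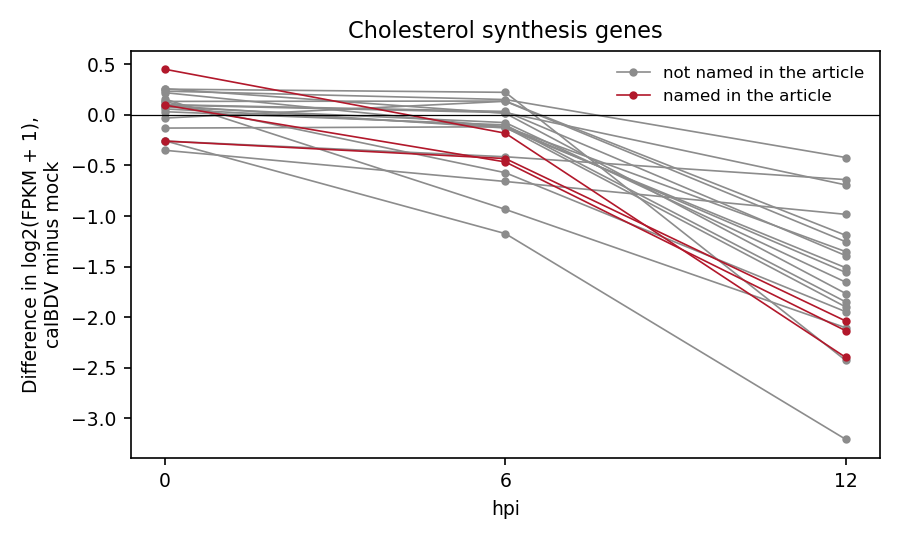
Difference in log2(FPKM + 1) between the caIBDV and mock libraries (y-axis) at 0, 6 and 12 hpi (x-axis), 1 line per cholesterol synthesis gene, with STARD4, LSS and AACS in red and the 18 others of the list in grey. All 21 lines lie below 0 at 12 hpi, with LSS at -2.40 and the lowest, MVD, at -3.21. The line for TM7SF2 is that of the transcript listed as LBR, which may be another gene.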

The synergetic effect of the regulation of these genes may alter the lipid raft arrangement and therefore inhibit membrane fusion event between the infected cells and virus, limit the clathrin- and cholesterol-dependent endocytosis hence prevent the propagation of the virus [69, 70, 71].

### Potential strategies used by caIBDV to outwit host cell defenses

Viruses make use of various mechanisms to escape from the host defense actions. One of the viral strategies is to arrest the apoptosis initiation so as to facilitate viral replication process. Apoptosis is one of the host defense mechanism to minimize the spread of viruses. Our previous study demonstrated that apoptosis occurred at 48 hpi [21], while Jungmann *et al*. revealed that the IBDV-induced apoptosis was first observed at 12 hpi [72]. It has been well studied that NF-κB mediated apoptotic pathway is initiated upon viral infection. In uninfected cells, the dimer of NF-κB are sequestered in the cytoplasm by a family of κB inhibitors (IκB). Upon virus infection, these IκB proteins undergo signal-induced degradation by proteasome triggered by the activation of IκB kinase (IKK) and the NF-κB complex is released into the nucleus for the expression of specific genes leading into apoptosis and other antiviral functions. 

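NFKB1 (chromosome 4, 60395342 to 60452343) had 23.1, 22.6 and 18.7 FPKM in the mock-infected group at 0, 6 and 12 hpi and 21.6, 35.5 and 44.2 in the caIBDV-infected group. Its log2 fold changes were -0.10, 0.65 and 1.24. At 12 hpi the bounds were 8.89 to 28.5 in mock and 17.7 to 70.7 in caIBDV, so that they overlapped. NFKB2 (ENSGALT00000043026, in a locus of 2 genes on chromosome 6, 16488268 to 16493350) had 54.0, 57.7 and 41.4 FPKM in mock and 49.2, 67.5 and 108 in caIBDV. Its log2 fold changes were -0.14, 0.23 and 1.38, and at 12 hpi the bounds of 18.9 to 63.9 and 35.8 to 180 overlapped. The second NFKB2 isoform was listed at 0 throughout. Both changes at 12 hpi exceeded the 0 hpi spread, which was 0.31 and 0.30.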

In this study, expression of both NF-κB1 and NF-κB2 were observed in mock- and caIBDV-infected DF-1 cells, but there was no significant changes between both groups at the time points tested (though the trends of both NF-κB proteins increased with time in caIBDV-infected group). 

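CHUK (chromosome 6, 8827168 to 8850022) had 12.5 FPKM (bounds 5.84 to 19.2) in mock 12 hpi and 15.3 (7.28 to 23.3) in caIBDV 12 hpi. Its log2 fold changes at 0, 6 and 12 hpi were 0.09, -0.30 and 0.29, each smaller than the 0 hpi spread of 0.35 to 0.36. IKBKB (chromosome 22, 2720660 to 2732316) had 11.8 FPKM (5.28 to 18.3) and 12.7 (5.77 to 19.6) at 12 hpi. Its log2 fold changes were -0.30, 0.19 and 0.11, also below its spread of 0.41 to 0.49. With bounds this wide, a change under 2-fold could not separate the bounds of either gene.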

Besides, the expression of two IKKs (IKK1 or CHUK and IKK2 or IKBKB) also showed no significant differences, implying that the degradation capacity of IκB between two groups were similar. The result, however, demonstrated that there was a distinct elevation of two IκB levels (NFKBIA or IκBα and NFKBIZ or IκBz) at 12 hpi in the caIBDV-infected group. 

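NFKBIA (ENSGALT00000045536, in a locus of 2 genes on chromosome 5, 35468940 to 35506004) rose from 7.69 FPKM (bounds 3.47 to 11.9) in mock 12 hpi to 67.1 (22.9 to 111) in caIBDV 12 hpi, a log2 fold change of 3.12. NFKBIZ (chromosome 1, 84799655 to 84816004) rose from 5.06 (1.78 to 8.34) to 114 (31.1 to 196), a log2 fold change of 4.49. Neither pair of bounds overlapped at 12 hpi, and the 0 hpi spread was 0.32 and 0.30. At 6 hpi the log2 fold changes were 1.55 and 1.68, with overlapping bounds. In the mock-infected group NFKBIA was at 17.2 FPKM at 0 hpi and 14.2 at 6 hpi, above its mock value at 12 hpi.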

The increase of these IκBs potentially hindered the function of IKKs and eventually reduced the free NF-κB amount, hence retarded the apoptotic process. 

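TNFAIP2 (chromosome 5, 50044677 to 50054344) had 6.98 FPKM (bounds 2.59 to 11.4) in mock 12 hpi and 35.7 (16.7 to 54.7) in caIBDV 12 hpi. Its log2 fold change was 2.36 at 12 hpi and 0.90 at 6 hpi, where the bounds overlapped. TNFAIP3 (chromosome 3, 53854460 to 53873283) was listed at 0 in mock 6 and 12 hpi and at 1.62 FPKM (0 to 3.24) in caIBDV 6 hpi, and it has no ratio at either time point. Its difference at 12 hpi on the log2(FPKM + 1) scale was 3.21, and its upper bound in caIBDV 12 hpi was 13.2 FPKM.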

Apart from the IκBs, the levels of tumor necrosis factor, alpha-induced protein 2 (TNFAI2) and 3 (TNFAIP3) were also provoked in the infected cells. It has been demonstrated that TNFAIP3 is a potent cellular inhibitor of NF-κB activation [73, 74]. Furthermore, the caspases-mediated apoptosis was probably inhibited by the over-expressed baculoviral IAP repeat-containing protein 2 (BIRC2 or ITA) in the infected cells. 

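The gene listed as ITA (ENSGALT00000036426, chromosome 1, 181828577 to 181838749) had 6.15 FPKM (bounds 2.61 to 9.69) in mock 12 hpi and 137 (19.8 to 253) in caIBDV 12 hpi, a log2 fold change of 4.47 with a 0 hpi spread of 0.31. At 6 hpi it had 9.19 FPKM (4.32 to 14.1) and 27.1 (12.4 to 41.9), a log2 fold change of 1.56 with overlapping bounds. At 0 hpi the values were 11.9 and 8.73 FPKM.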

ITA is a member of the inhibitor of apoptosis family that inhibit apoptosis by interfering with the activation of caspases [75, 76]. Liu *et al*. suggested that the nonstructural protein (NS) of IBDV possessed anti-apoptotic function at the early stage of virus infection [77]. It is therefore reflecting that the NS of caIBDV regulates the expression of IκB, TNFAIPs and ITA in the infected cells which aims to delay the apoptosis in the first 12 hpi and reserve viable host cells for viral replication.

Switching of alternatively spliced EFR3A transcript isoforms

RNA-Seq data reveals that two splice variants of EFR3 homolog A (*S*. *cerevisiae*) (EFR3A) transcript were identified in mock- and caIBDV-infected DF-1 cells respectively (Fig 4). It was shown that EFR3A-201 expressed in mock-infected cells, while the expression of EFR3A-202 isoform took over the previous one at 12 hpi in the caIBDV-infected cells. 

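The FPKM of EFR3A-201 in the mock-infected group was 16.9 (bounds 7.75 to 26.0) at 0 hpi, 8.65 (1.89 to 15.4) at 6 hpi and 19.4 (9.28 to 29.6) at 12 hpi. In the caIBDV-infected group it was 5.79 (0 to 12.3), 5.66 (0.0856 to 11.2) and 0. EFR3A-202 had 0.483 (0 to 3.41), 8.14 (1.58 to 14.7) and 0 FPKM in mock, and 15.3 (5.35 to 25.2), 11.9 (4.13 to 19.7) and 20.1 (9.48 to 30.7) in caIBDV. The summed FPKM of both isoforms differed little, 19.4 in mock and 20.1 in caIBDV at 12 hpi. The share of EFR3A-202 differed between the groups by 69.7 percentage points at 0 hpi, 19.3 at 6 hpi and 100 at 12 hpi. It also differed by 45.7 points between mock 6 and mock 0 hpi, but by only 2.78 points between mock 12 and mock 0 hpi. Other genes with exactly 2 listed isoforms and a summed FPKM within a factor of 2 of that of EFR3A were compared in the same way. Of these, 3 of 141 differed as far at 0 hpi, 31 of 167 at 6 hpi and 1 of 145 at 12 hpi.

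**Figure D4:**
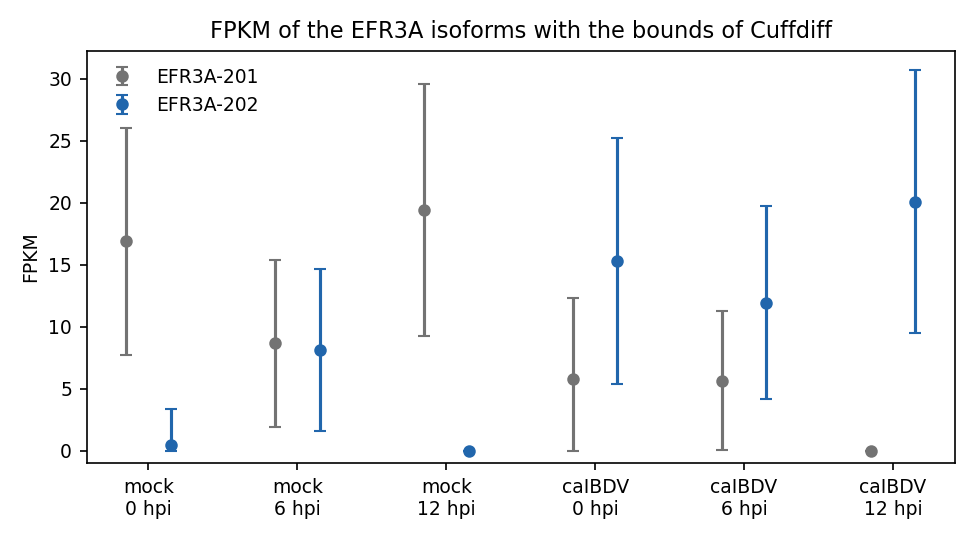
FPKM (y-axis) of EFR3A-201 (grey) and EFR3A-202 (blue) in each of the 6 libraries (x-axis), with points for the value and vertical lines for the bounds given by Cuffdiff. EFR3A-202 lies above EFR3A-201 in all 3 caIBDV libraries, 0 hpi included with 15.3 against 5.79 FPKM, and the isoforms are nearly equal in mock 6 hpi.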

Amino acid alignment reveals that four residue differences located at the N-terminal immediately downstream to the first methionine residue between the two variants. EFR3A gene encodes a membrane protein [78], but the definite cellular function of EFR3A in chicken cells has not been reported yet. Odrowaz et al. reported EFR3A participated in the negative control of a ETS transcription factor ELK1 in a human epithelial cell MCF-10A [79]. Whereas it was shown to be involved to the epidermal growth factor receptor signaling pathway [80]. It was also suggested that the differential expression of EFR3A gene in auditory brainstem neurons of mice with hearing deficit [81]. The switch of splice variant expression may be involved in altering the lipid membrane condition, but the molecular mechanism of this deviations to host-virus interaction needs further characterization.

## Conclusion

Interactions between IBDV and its host has been extensively studied. A number of researches revealed that infection of chicken cells, including fibroblast and bursal cells, with IBDV may lead into an elevation of cytokines and interferons at 1 dpi to 7 dpi periods in general. Virus-induced apoptosis via caspase- and NF-κB-mediated pathways were also demonstrated. This study, on the other hand, disclosed the early host-virus interactions. With the aid of RNA-Seq, a more comprehensive expression landscape was obtained. The result presents the events occurred before the elevation of downstream effectors. Apart from the regulators of cytokines and interferons, modulations were observed in the gene candidates involved in cell membrane fluidity. It is believed that the changes in membrane conditions contributes to the frontline host response against endocytosis of IBDV and hence prevent infections. On the other hand, the intensively expressed anti-apoptotic genes induced by caIBDV delay the programmed cell death and hence prolong the viral replication cycle in the host cells.

This study explore the initial host response in DF-1 cells upon caIBDV infection and the potential virus strategy to counteract with the host's action.

How the deposited data were processed for this re-analysis (not part of the article)

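DF-1 chicken fibroblasts were mock-infected or infected with caIBDV at 10 m.o.i. and harvested at 0, 6 and 12 hpi. RNA from 6 wells was pooled for each treatment and time point, and each pool gave 1 library, 6 libraries in all. The paper sequenced them as paired-end reads on a MiSeq machine, trimmed the reads and mapped them with STAR to the unmasked chicken genome Galgal4 with its Ensembl annotation.

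The authors deposited 1 table per library with the FPKM that Cuffdiff estimated for each isoform, with a lower and an upper confidence bound. Cuffdiff was run on mock against caIBDV at each time point, and the paper's methods do not state how it scaled the libraries. The bounds come from the model of Cuffdiff, and with 1 library per treatment and time point they hold no measured variation between replicate cultures. The values are not counts, so no count-based test was used. Each table lists 17942 isoforms of 17108 genes, of which 737 genes have more than 1 isoform, and 3082 isoforms lie in a locus that holds more than 1 gene, where reads can be shared. In each library 54 isoforms carry the Cuffdiff status for too few data.

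The tables hold no fragment totals, and whole fragments could not be recovered from the values. Relative depth was estimated from the most frequent ratio between libraries of the lowest values of transcripts of at least 800 bases, so it is relative to mock 0 hpi only. It was lowest in caIBDV 12 hpi. No interval that needs a fragment count is given, and the bounds of Cuffdiff are printed in its place. The trimmed reads in Table 1 of the paper differ less between the libraries than this estimate, and the cause was not tested.

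Libraries were compared on the log2(FPKM + 1) scale, with a pseudocount of 1, over isoforms with at least 1 FPKM in at least 1 of the 2 libraries, at a difference of 1 or -1. The 3 comparisons among mock libraries served as the background, since with 1 library per treatment and time point no replicate test was possible and no p-value across genes is given. Named transcripts have the log2 ratio of the FPKM values without a pseudocount, described against the SD of the 0 hpi log2 ratios of the 500 isoforms closest in mean FPKM. For a transcript low in 1 of the 2 libraries, that SD understates the noise of the ratio, since the mean follows the higher value. Lists of genes for cholesterol synthesis, interferons and cytokines, apoptosis and the integrated stress response were written before the values were looked at. The median of each was placed among 10000 random lists of the same size drawn from the same 10 classes of mean expression. This describes the libraries and does not test the infection. Of the 117 symbols in the lists, 83 were listed as written and 12 were matched through an older symbol in the gene table of the GRCg7b assembly, which was used for names only. That matching was added after first values had been seen. The transcripts named are every transcript the paper names in Table 3, in the text and in Figs 3 to 6. Outside those, they are the 10 isoforms with the largest difference in log2(FPKM + 1) at 12 hpi that changed in the same direction at 6 hpi and by less than 1 at 0 hpi and between the mock libraries. The membership of the 12 clusters was read from Fig 5.

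The alternatives tried were a pseudocount of 0.1, or of 1 for the ratios, no filter or a filter at 5 FPKM, a threshold of 2 on the log2 scale, scaling the libraries to a median log2 ratio of 0, values summed per gene, and the mean of the 3 mock libraries as the reference. They were set before the data were examined. Counts of isoforms whose bounds do not overlap, and a test on the bounds, were added after the data had been examined. The test takes each bound as 2 standard errors from the value, uses a normal distribution and adjusts by the Benjamini-Hochberg method at 0.05. It compares 2 libraries, not the conditions.

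The procedures were tested on simulated data made from the FPKM and bounds of these libraries. Of 200 isoforms with a known change, 100% passed the threshold in the right direction, with a median absolute error of 0.13 on the log2 scale. That rate holds for the simulated changes only and does not show how often a change close to the threshold is found. Of 8868 unchanged isoforms with at least 1 FPKM, 115 passed the threshold, and of the 1031 with at least 20 FPKM, 0 did. Between pairs of mock libraries, which also differ in time, 722 to 767 isoforms passed it. The simulation therefore does not give the error rate between real libraries. With the simulated bounds, the test on the bounds called 4 of 9818 unchanged isoforms. That does not give its error with the bounds of Cuffdiff. Of 200 random lists, 94% lay between the 2.5 and 97.5 percentiles. A simulated mixture with 4% of another library was recovered as 4.06%.

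The computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the figures. Reads of the virus, the GO terms, the STRING networks and the sequence of the genome were not analysed here.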

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

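The cholesterol list was written before the values were looked at, though the matching through older symbols came later. Its percentile among random lists matched on mean expression, and the mean of the 3 mock libraries as a reference for it, were also planned. The other tests in this part were chosen after the results they bear on had been seen. With 1 library per treatment and time point, no test in this part can separate the infection from other differences between the cultures.

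The up-regulated transcripts of Fig 5 had a median log2 fold change of -0.50 at 0 hpi, against 3.49 at 12 hpi, so that the caIBDV library was the lower at 0 hpi. The difference between the time points was not tested. At 0 hpi, 96 of the 124 transcripts of Fig 5 with a ratio were below 0. The pattern lies in the mock libraries, where IFIT5 went from 76.4 FPKM at 0 hpi to 2.24 at 12 hpi, and ISG12(2) from 118 to 4.14. For each induced transcript, the excess of mock 0 hpi over mock 6 hpi was expressed as a percent of its induction in caIBDV 12 hpi. Its median was 4.08% over 37 interferon-stimulated transcripts, of which 36 were above 0, and -0.16% for the same measure in caIBDV 0 hpi. The sets were assigned by function after values of mock 0 hpi had been seen. A candidate explanation is that material or reads of the caIBDV 12 hpi library entered the mock 0 hpi library, in which case other induced transcripts should share the excess. Over 43 other induced transcripts the median excess was 2.41%, just over the level set for this explanation, with 29 of 43 above 0, quartiles of -1.03% and 5.79%, and a median of 0.77% in caIBDV 0 hpi. Material of the caIBDV 6 hpi library instead should leave out transcripts induced only later. The 39 transcripts with a log2 fold change under 1 at 6 hpi had a median excess of 2.37%, with 23 of 39 above 0 and quartiles of -2.01% and 4.23%, against 4.35% and 78 of 83 for the others. The split uses mock 6 hpi, which also enters the excess, so this does not exclude the caIBDV 6 hpi library. A difference in library scaling is not the source, since the median log2 ratio of mock 0 to mock 6 hpi over isoforms of at least 5 FPKM was -0.042. As to counting noise, the interferon-stimulated set lay at the percentile of 100 among random lists matched on expression, but the set was assigned after values were seen, so this settles nothing. The paper found no IBDV read in the mock-infected group. How many viral reads such carry-over would bring was not estimated, so this does not decide it. Carry-over into mock 0 hpi alone would not give the fall of IFIT5 and ISG12(2) from mock 6 to 12 hpi. For the excess in mock 0 hpi, carry-over from caIBDV 12 or 6 hpi cannot be told apart from an interferon response in the mock culture at 0 hpi that faded by 12 hpi.

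A gene the paper does not name, listed as IFNB (ENSGALT00000039477) and paired with the symbol IFNW1 in the GRCg7b gene table, rose by 7.13 on the log2 scale at 12 hpi. Its FPKM was 1.21 (bounds 0 to 6.35) in mock 12 hpi and 169 (70.8 to 267) in caIBDV 12 hpi, after 2.41 and 8.91 at 6 hpi with overlapping bounds. In mock 0 hpi it was at 10.4 FPKM (0 to 25.2), so its ratio depends on the reference, and against the mean of the 3 mock libraries it was 5.17. The lower bound in caIBDV 12 hpi was 64.5 FPKM above the upper bound in mock 12 hpi, which goes against counting noise. Genomic DNA in the caIBDV 12 hpi library should raise the number of isoforms found only there. This number divided by its mirror count was 0.965, but the counts were 105 against 69 with 0 FPKM in all 3 mock libraries and 63 against 37 with a lower bound above 0, which induced genes would also give, so these counts do not decide it. The locus (chromosome Z of Galgal4, 7216374 to 7334163) holds 15 genes, and genomic DNA over it should raise its other transcripts as well. Of these 14, 13 were at 0 FPKM in caIBDV 12 hpi, and their summed FPKM changed by -1.69 from mock 12 hpi, which goes against genomic DNA. The 7 IFNA and IFNA1 transcripts summed to 0 FPKM in caIBDV 12 hpi, which does not show where reads shared among interferon genes were assigned. Induction of this gene therefore cannot be told apart from induction of another interferon gene of the locus.

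Cholesterol synthesis genes that the paper does not name were also lower in caIBDV 12 hpi. The 18 that were found, of 22 on the list, had a median difference in log2(FPKM + 1) of -1.53, and all 18 were below 0 and 14 were at -1 or lower. Among the 18, TM7SF2 was counted by the transcript listed as LBR, which may be another gene, with a difference of -0.42. The median of all isoforms moved by -0.07 in the same comparison. Among random lists matched on mean expression the median lay at percentile 0, and among lists matched on transcript length also at percentile 0, so neither level nor length accounts for it. At 0 hpi the median was 0.10, so the difference was not there at the start. The percentile at 12 hpi stayed at 0 against the mean of the 3 mock libraries. These values are consistent with lower sterol synthesis in the infected culture, as a hypothesis. A difference in medium or density that arose between the cultures after 0 hpi was not tested and cannot be excluded.

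Outside the transcripts the paper names, 10 isoforms had the largest differences in log2(FPKM + 1) at 12 hpi by the rule for named transcripts. Of these, 4 had risen and 6 had fallen. ENSGALT00000000600 rose by 4.20 (chromosome 25, 205888 to 214237), RASSF5 by 3.91, TMEM173 by 3.85 and PTGES by 3.68, and their lower bounds in caIBDV 12 hpi were 4.29, 5.52, 6.02 and 3.50 FPKM. RASSF5 and TMEM173 lie in loci with more than 1 gene, and no explanation of the 4 rises was tested. MYOZ3 fell by 5.00, and the other fallen isoforms were NDUFB1 with -5.02, ENSGALT00000035849 with -4.44, MYCBP with -4.19, ENSGALT00000038156 with -3.37 and WISP2 with -3.30. MYOZ3 lies in a locus of 13 genes. All 6 were at 0 FPKM in caIBDV 12 hpi, the library with the lowest estimated depth. Their median length was 361 bases, against 2235 bases for isoforms with at least 1 FPKM in a library of 12 hpi, and short transcripts get few fragments. The 6 losses may come from a lack of fragments on short transcripts and cannot be told apart from it. Of the 6, only WISP2 had a lower bound above 0 in mock 12 hpi, at 1.02 FPKM.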

How the results depend on the processing

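Settings were changed 1 at a time, and those named as added were chosen after the data had been examined. No paired analysis was possible because each treatment and time point has 1 library, and for the same reason leaving out 1 library in turn was not possible. Where a value is given below for a changed setting, the cause was not tested.

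The numbers and percentages of isoforms and genes detected stayed within a factor of 1.5 with thresholds of 0.1 and 1 FPKM. The counts of changed isoforms stayed within that factor with median scaling and at gene level. Without the filter they could not change, since a difference of 1 in log2(FPKM + 1) needs at least 1 FPKM in a library. In the order 0, 6 and 12 hpi, the counts were 303, 444 and 955 up-regulated and 457, 508 and 817 down-regulated isoforms. A filter at 5 FPKM gave 97, 198 and 625 up and 173, 235 and 453 down. A threshold of 2 on the log2 scale gave 49, 87 and 297 up and 85, 72 and 127 down. A pseudocount of 0.1 gave 520 and 706 up at 0 and 6 hpi and 697 down at 0 hpi. With the mean of the 3 mock libraries as the reference, 142 isoforms were up at 0 hpi. The added settings moved every count. Bounds that do not overlap gave 14, 55 and 272 up and 27, 11 and 56 down, the adjusted test on the bounds 0, 19 and 144 up and 0, 0 and 12 down, and the unadjusted test 3, 103 and 454 up and 21, 42 and 185 down. Between mock libraries the adjusted test called 0 to 2 isoforms and the unadjusted test 25 to 42. Under every setting the counts at 12 hpi exceeded those at 0 hpi in both directions. The count of down-regulated isoforms at 6 hpi did not exceed that at 0 hpi under the threshold of 2, the bounds that do not overlap or the adjusted test.

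Between mock 6 and 0, mock 12 and 6, and mock 12 and 0 hpi, the 738, 722 and 767 changed isoforms became 1154, 1099 and 1187 with a pseudocount of 0.1, 263, 240 and 267 with the filter at 5 FPKM, and 111, 123 and 133 with the threshold of 2. The 274 isoforms found in infected cells only became 105 with 0 FPKM required in all 3 mock libraries, 55 with at least 5 FPKM in caIBDV 12 hpi, and 63 with the added requirement of a lower bound above 0. The correlations at 0, 6 and 12 hpi became 0.811, 0.794 and 0.692 with a pseudocount of 0.1 and 0.969, 0.962 and 0.928 without the filter, and were in every case lowest at 12 hpi. The fold changes given in the text became, as log2 of the ratio, 3.01 and 8.27 for IFIH1 at 6 and 12 hpi, 4.93 for DHX58, 2.22 for MOV10, 5.19 for IRF1, 9.75 for IFIT5, 2.08 for CHAC1, and in size 2.06 for TFRC and 2.61 for STARD4.

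The medians of the Fig 5 clusters moved in 40 of 120 cases by more than the SD at 0 hpi of medians of random sets of matched expression, and in 0 with median scaling or at gene level. With a pseudocount of 1, those of clusters 1, 2, 3, 4, 5, 6, 9 and 11 at 6 hpi became 2.55, 2.36, 2.01, 1.39, 1.14, 1.08, 1.49 and 1.22. Those of clusters 1 to 9 and 12 at 12 hpi became 4.18, 3.65, 4.43, 3.95, 2.83, 3.11, 2.69, 2.63, 2.66 and -2.04. With a pseudocount of 0.1, clusters 2, 3 and 9 at 6 hpi became 2.98, 2.25 and 2.18. Measured from the mean of the 3 mock libraries, clusters 1, 2, 3, 4, 5, 9, 10 and 11 at 6 hpi became 2.51, 1.96, 2.15, 1.31, 1.33, 1.98, 0.11 and 0.64. Clusters 1 to 10 and 12 at 12 hpi became 4.30, 4.05, 4.39, 3.57, 2.84, 3.16, 2.72, 2.55, 3.37, 2.56 and -2.03. The median of cluster 10 at 6 hpi, -0.31 before, changed its sign there. Of the log2 fold changes of single transcripts, 181 of 1085 moved, 113 of them against the mean of the 3 mock libraries and 58 with a pseudocount of 1. Of these, 11 changed their sign at 0 hpi and 1 at 6 hpi, EFR3A-201 at gene level, and none at 12 hpi.

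The EFR3A-202 share at 12 hpi, 0% in mock and 100% in caIBDV, became 4.67% and 95.5% with a pseudocount of 1 and 0.510% and 99.5% with 0.1. The percentiles of the gene lists kept their side of the limits given for random lists with a pseudocount of 0.1 and with random lists matched on the mock libraries. Against the mean of the 3 mock libraries, the whole cholesterol list at 0 hpi went from 97.7 to 43.6, the other side of the middle, and at 6 hpi from 26.8 to 0.34. Its genes not named in the paper went from 97.6 to 50.5 at 0 hpi and from 33.4 to 0.57 at 6 hpi. At 6 hpi, interferons and cytokines went from 93.4 to 99.5, or without the named genes from 50.1 to 97.7, and the integrated stress response from 99.97 to 95.2, or without the named genes from 99.7 to 64.2. Apoptosis genes not named in the paper went from 98.5 to 96.6 at 0 hpi. The other 15 percentiles kept their side.

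The depth limits what the low values can show. For isoforms at 10 to 20 FPKM the median distance of the upper bound from the value was at least 56.7% of the value, and caIBDV 12 hpi had 75.7% of the depth of mock 0 hpi by the estimate from low values, or 88.0% by the trimmed reads of Table 1, so isoforms at 0 FPKM there were not shown to be absent. For IFIT5 and ISG12(2), which had the highest ratios to mock 12 hpi in Fig 5 but were number 5 and 4 against the mean of the 3 mock libraries, the lower bounds in caIBDV 12 hpi were 0.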

Differences from the paper's values

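The paper's counts of changed isoforms are those significant by Cuffdiff, while the counts here use a threshold on the difference and no test. The p-values of Cuffdiff were not among the values used here, so its calls could not be repeated. The paper reports 23 up-regulated isoforms at 6 hpi, and 444 were counted here at a difference of 1 in log2(FPKM + 1). It reports 123 up-regulated isoforms at 12 hpi, against 955 here, and 5 down-regulated isoforms, against 817 here. None of the alternatives set before the data were examined closed these gaps, and none of them applied a test of significance. For up-regulated isoforms at 6 hpi they gave 706 with a pseudocount of 0.1, 444 without the filter, which cannot change these counts, 198 with the filter at 5 FPKM, 87 with the threshold of 2, 468 with median scaling, 358 at gene level and 296 against the mean of the 3 mock libraries. In the same order they gave 1265, 955, 625, 297, 1018, 857 and 783 for up-regulated isoforms at 12 hpi, and 1180, 817, 453, 127, 759, 744 and 717 for down-regulated isoforms at 12 hpi. The adjusted test on the Cuffdiff bounds, which was chosen after seeing the values, gave 19 isoforms at 6 hpi and 144 up-regulated isoforms at 12 hpi, within a factor of 1.5 of the paper's 23 and 123. For down-regulated isoforms at 12 hpi that test, chosen after seeing the values, gave 12 against the paper's 5 and did not close the gap. The other added settings, also chosen after seeing the values, closed none of the 3 gaps.

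The paper reports 9 isoforms in caIBDV-infected cells only, and 274 were at 0 FPKM in mock 12 hpi and at least 1 FPKM in caIBDV 12 hpi. The alternatives set before the data were examined gave 105 (0 FPKM in all 3 mock libraries), 277 (below 0.1 FPKM in mock 12 hpi), 55 (at least 5 FPKM in caIBDV 12 hpi) and 205 (gene level), and none closed the gap. A lower bound above 0, added after seeing the values, gave 63.

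For values the paper's text gives as fold, the linear ratio of the FPKM values differed in each case. At 6 hpi the paper's value is 3.01 for IFIH1, against a ratio of 8.08. At 12 hpi it is 8.27 for IFIH1, against 309, and 4.93 for DHX58, against 30.5. The paper's range at 6 hpi runs from 2.22 to 5.19, against 4.66 (MOV10) and 36.6 (IRF1). Its range for up-regulated transcripts at 12 hpi runs from 2.07 to 9.7487, against 4.22 (CHAC1) and 860 (IFIT5). Its range for down-regulated transcripts runs from 2.06 to 2.61, against 4.18 (TFRC) and 6.12 (STARD4). The only alternative set before the data were examined, log2 of the ratio, closed all 9 of these gaps, with 3.01, 8.27, 4.93, 2.22, 5.19, 2.08, 9.75, 2.06 and 2.61 in the order given. On that scale, all 21 values of Table 3 at 6 hpi and all 46 at 12 hpi differed from the values here by at most 0.00476.

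The paper found no significant elevation of the cytokine genes it lists. Here an IL12B isoform was at 0 FPKM in mock 12 hpi and at 6.79 (bounds 1.48 to 12.1) in caIBDV 12 hpi, and these bounds overlap those of its value of 1.79 in mock 0 hpi. The abstract also reports no significant change of interferons over this period, while the gene listed as IFNB rose by 7.13 on the log2 scale at 12 hpi, with bounds of 0 to 6.35 FPKM in mock and 70.8 to 267 in caIBDV. The legend of Fig 3 gives the levels as log2 fold change, for which no value exists with 0 FPKM in mock. The log2 of the FPKM in caIBDV 12 hpi ran from 3.05 for TNFAIP3 to 5.75 for LYG2. The paper states that EFR3A-202 took over at 12 hpi in the caIBDV-infected group, and its share there was already 72.5% at 0 hpi.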

Other observations

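Of the tests in this part, the comparison of EFR3A with other genes of 2 isoforms was set before its result was seen, and the test of the difference at 0 hpi was chosen after it had been seen.

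The share of EFR3A-202 differed by 100 percentage points between the groups at 12 hpi. If noise in splitting reads between the isoforms of a gene were the source, other genes with 2 isoforms and a similar summed FPKM should often differ as far. At 12 hpi 0.690% of them, 1 of 145, did so, but EFR3A was singled out for a full switch and 100 points is the largest difference possible, so this does not decide it. Differences of at least 50 points were found in 4 other genes at 12 hpi, and in 5, 6 and 7 between mock libraries. At 6 hpi the groups differed by 19.3 points in the share of EFR3A-202, and 31 of 167 other genes differed as far. If the groups had already differed at 0 hpi, the share should differ there too, and it did, by 69.7 percentage points, at a time when 3 of 141 other genes differed as far. The difference therefore may not depend on the course of infection, and noise in splitting reads or an isoform difference between the cultures or libraries cannot be told apart from a switch caused by the virus. The share also moved among mock libraries, by 45.7 points between 0 and 6 hpi, where 6 of 164 other genes differed as far, and by 48.5 points between 6 and 12 hpi, where 6 of 152 did. Between mock 0 and 12 hpi it moved by only 2.78 points, and 94 of 145 other genes differed as far.

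In the list of interferons and cytokines, 29 of 34 symbols were found and 15 had enough expression to enter. At 12 hpi its median difference in log2(FPKM + 1) was 0.51, at the percentile of 99.9 among random lists, and without the genes the paper names it was 0.35, at 94.8. The apoptosis list had a median of 0.73 at 12 hpi, at the percentile of 100. Its 16 members that the paper does not name, of 22 symbols, had a median of 0.00 at the percentile of 66.9. Those 16 were fewer than 80% of the symbols, so that this check is void. The integrated stress response list found 15 of 22 symbols, fewer than 80%, which voids this check as well.

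With the mean of the 3 mock libraries in place of the library of the same time point, the median log2 fold change of the up-regulated transcripts of Fig 5 at 12 hpi was 3.08.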
